# Mast Cells Are Mediators of Fibrosis and Effector Cell Recruitment in Dermal Chronic Graft-vs.-Host Disease

**DOI:** 10.3389/fimmu.2019.02470

**Published:** 2019-10-18

**Authors:** Ethan Strattan, Senthilnathan Palaniyandi, Reena Kumari, Jing Du, Natalya Hakim, Timothy Huang, Melissa V. Kesler, C. Darrell Jennings, Jamie L. Sturgill, Gerhard C. Hildebrandt

**Keywords:** GVHD, fibrosis, mast cells, skin, transplant, immunity

## Abstract

Allogeneic hematopoietic stem cell transplant (allo-HSCT) is often used to treat acute leukemia or defects of hematopoiesis. Its widespread use is hampered by graft-vs.-host disease (GVHD), which has high morbidity and mortality in both acute and chronic subtypes. Chronic GVHD (cGVHD) occurs most frequently in skin and often is characterized by pathogenic fibrosis. Mast cells (MCs) are known to be involved in the pathogenesis of other fibrotic diseases. In a murine model of cGVHD after allo-HSCT, C57BL/6J recipients of allogeneic LP/J donor cells develop sclerodermatous dermal cGVHD which is significantly decreased in mast cell-deficient B6.Cg-Kit^W−sh/^HNihrJaeBsmGlliJ recipients. The presence of MCs is associated with fibrosis, chemokine production, and recruitment of GVHD effector cells to the skin. Chemokine production by MCs is blocked by drugs used to treat cGVHD. The importance of MCs in skin cGVHD is mirrored by increased MCs in the skin of patients with dermal cGVHD. We show for the first time a role for MCs in skin cGVHD that may be targetable for preventive and therapeutic intervention in this disease.

## Introduction

Graft-vs.-host disease (GVHD) has remained the major limiting factor for the success of allogeneic hematopoietic stem cell transplant (allo-HSCT) for decades. Chronic GVHD (cGVHD) is a subtype of GVHD which is a major contributor to patient morbidity and mortality, occurring in about 50 percent of patients after allo-HSCT (1). It is a complex and enigmatic disease which can resemble autoimmune, inflammatory, or fibrotic immune responses, symptoms of which can occur in any organ system. Most frequently involved is the skin, with symptoms often presenting as sclerosis alongside increased collagen deposition (2). Scleroderma-like cGVHD observed in transplant survivors can result in skin thickening and stiffness at localized sites or can manifest over extended areas of the body which can lead to full loss of mobility and entire body encasement.

Incomplete knowledge of the pathogenesis of cGVHD has long hampered therapeutic approaches. cGVHD is associated with risk factors related to acute GVHD and alloreactive donor immune cell responses. Perhaps because of this association, this debilitating disease is currently treated similarly to acute GVHD with the use of immunosuppressive and anti-inflammatory approaches, yet responses are not satisfactory. Furthermore, long-term treatment in this manner is associated with poor tolerability and risk of severe and potentially lethal infections (3). Therefore, additional research into targetable effectors in cGVHD is a clinically unmet need.

Mast cells are long-lived, tissue-resident myeloid granulocytes, traditionally defined by their role in allergy through release of proinflammatory mediators such as histamine and heparin. This narrow role has been challenged in recent years, with studies pointing to novel roles for mast cells in wound healing, anti-venom, protection against bacterial pathogens, and recruitment of other immune cells (4). Importantly, mast cells have been shown to be necessary for induction of pathogenic fibrosis in artificially-induced transgenic or bleomycin-induced models (5–7), but this has not been studied in the context of cGVHD pathogenesis. Preliminary research on this topic was performed several decades ago although it has not since been thoroughly investigated (8–12), likely because of the lack of effective models of mast cell deficiency and the need for better murine models of cGVHD. The development of mast cell-deficient mice and refinement of the murine models of allo-HSCT now allows for a more thorough investigation into the role of mast cells in cGVHD pathophysiology (13).

In this study, we use a minor histocompatibility-mismatched murine model of allogeneic transplant to induce cGVHD of the skin by injection of LP/J bone marrow and splenocytes into either C57BL/6J (allo-WT) recipients or B6.Cg-Kit^W−sh^/HNihrJaeBsmGlliJ MC-deficient (allo-MCd) recipient animals. We find that WT mice develop symptoms of dermal cGVHD, while mast cell-deficiency results in markedly reduced symptomology. Further, we show that mast cells are radioresistant and that mast cells are present in allo-WT but not allo-MCd recipients post-transplant. These mast cells correlate with increased chemokine production and immune effector cell infiltration. Mast cell derived chemokine production was inhibited by ibrutinib or ruxolitinib, both of which are used to treat dermal cGVHD in patients.

This study is the first of its kind to pinpoint mast cells *in vivo* as effectors of fibrosis and effector cell recruitment in dermal cGVHD. Targeting of these tissue-specific cells could allow for reduction of cGVHD symptoms, and we hypothesize that the efficacy of current treatments for cGVHD could be due in part to blockade of mast cell responses in cGVHD target organs.

## Results

### Bone Marrow-Derived Mast Cells Survive After Exposure to Ionizing Radiation or Chemotherapy

Previous literature by several groups indicated that mast cells might be capable of surviving high doses of ionizing radiation, such as that used in conditioning prior to transplant of donor cells (8, 9, 14). To determine this, we derived mast cells *ex vivo* from murine bone marrow precursors from both BALB/cJ and C57BL/6J mice. After 4–6 weeks of culture, these cells displayed morphological similarity to mast cells, and at least 97% displayed the characteristic markers of mast cells, FCeR1a/cKit^+/+^ by flow cytometry (Figure 1A).

**Figure 1:**
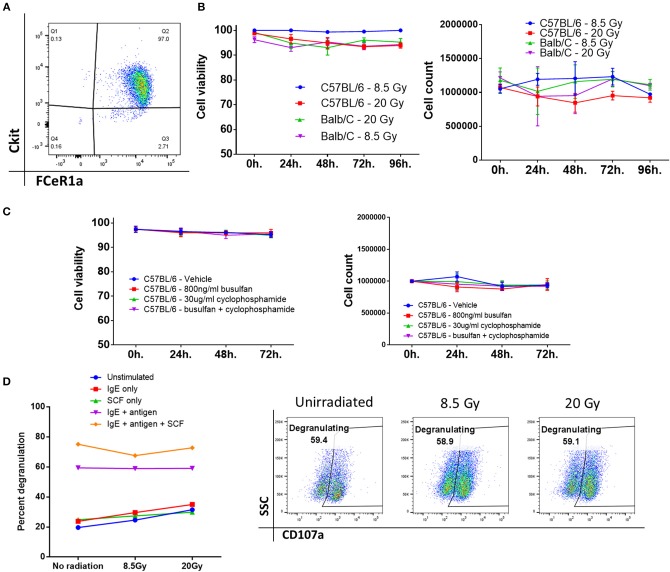
Bone marrow-derived mast cells survive after exposure to ionizing radiation or chemotherapy. **(A)** Phenotypic analysis of bone marrow-derived mast cells after 4–6 weeks of culture, displaying marker expression characteristic of mast cells, and high purity. **(B)** Mast cell viability and count after ionizing radiation. There was no significant change from baseline even 96 h after irradiation. Graphs are combined data from 3 independent experiments. **(C)** Mast cell viability and count after treatment with a chemotherapeutic conditioning regimen. Graphs are combined data from 2 independent experiments. **(D)** Mast cells are still functional after irradiation. There is no significant difference between any of the doses across any group. Graph and flow plots are representative of two independent experiments. ^*^P = 0.01–0.05, ^**^P = 0.001–0.01, ^***^P = 0.0001–0.001, ^****^P < 0.0001, NS, not significant.

We then tested the viability and overall number of these cells after they were treated with either 8.5 or 20 Gy of ionizing radiation. Mast cells from either C57BL/6J or BALB/cJ mice showed no change from baseline after 96 h of culture, implying that mast cells are highly resistant to cell death induced by ionizing radiation (Figure 1B). Rather than total body irradiation (TBI), chemotherapy-based regimens are often used clinically. We tested whether mast cells could survive after 72 h of exposure to busulfan and cyclophosphamide. We saw that mast cells had no changes in count or viability after dosing with these drugs alone or in combination. Doses were picked based on clinically achievable steady-state serum concentrations (15, 16). Since TBI is used in almost all murine models, we then tested whether mast cells would remain functional after irradiation. Degranulation in response to FCeR1a receptor crosslinking was measured by CD107a expression on the cell surface. Degranulation was apparent at all doses and was unaffected by ionizing radiation (Figure 1D).

### Mast Cell-Deficient Mice Have Improved Outcome and Decreased Skin Fibrosis After Transplant

Having seen that mast cells are viable and functional after irradiation, we induced cGVHD *in vivo* through a minor histocompatibility mismatched murine bone marrow transplant model (LP/J**→**C57BL/6J) (17), illustrated in Figure 2A. Allogeneic bone marrow transplants were performed into both wild type C57BL/6J (allo-WT) and B6.Cg-Kit^W−sh^/HNihrJaeBsmGlliJ mast cell-deficient mice (allo-MCd). Syngeneic transplant recipients did not develop cGVHD and served as a negative controls. At 7 weeks post-transplant, 18.75% of the allo-WT group had died from cGVHD, while there were no deaths in either the syngeneic or the allo-MCd mice (Figure 2B). Using a previously-published whole-animal GVHD scoring system (18), we saw significant decreases in GVHD scoring in allo-MCd mice as compared to allo-WT mice by week 5 (Figure 2C).

**Figure 2:**
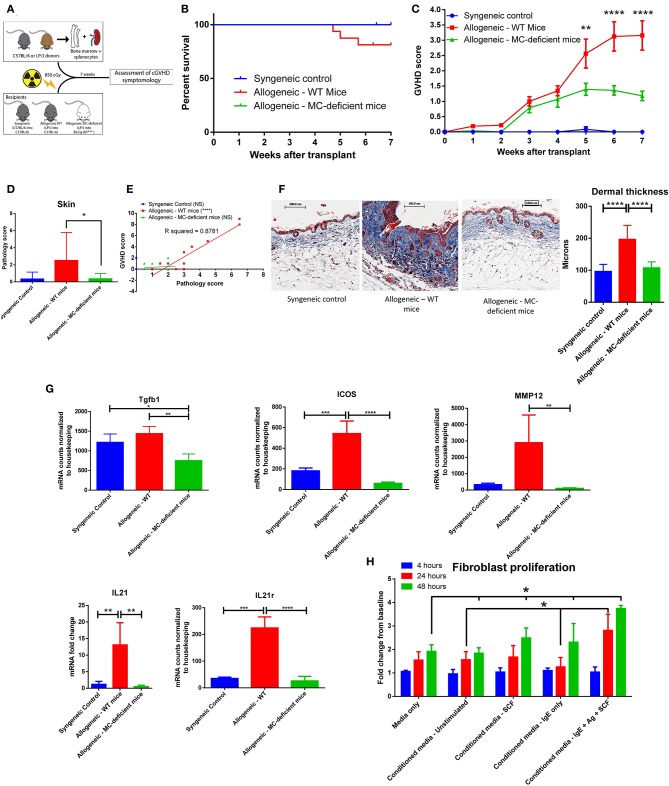
Mast cell-deficient mice have improved outcome and decreased skin fibrosis after transplant. **(A)** Schematic of transplant to test the effects of mast cell-deficiency in cGVHD. **(B)** Kaplan-Meier survival curve of syngeneic (*n* = 6), allo-WT (*n* = 16), and allo-MCd (*n* = 14) groups after transplant. The curves are not significantly different, though the syngeneic and allo-MCd groups had no deaths, while the allo-WT group had 3 deaths. Data is combined from two independent transplants. **(C)** Weekly GVHD scoring of syngeneic (*n* = 6), allo-WT (*n* = 16), and allo-MCd (*n* = 14) groups after transplant. By week 5, there is a significant reduction in GVHD score in allo-MCd mice as compared to allo-WT mice as measured by a repeated-measures one-way ANOVA. Error bars are the standard error of the mean (SEM). **(D)** Skin pathology score is significantly decreased in the allo-MCd (*n* = 16) group as compared to the allo-WT group (*n* = 14). Scoring accounts for damage to the epidermis, dermis, subcutaneous fat, and hair follicles, as well as inflammatory infiltrate, and was performed by a blinded pathologist. Data is combined from two independent transplants. **(E)** Whole-animal GVHD scoring significantly correlates with skin pathology scoring. R squared and *P*-values were determined by Spearman non-parametric correlation. **(F)** Representative images and quantification of Masson's trichrome staining of skin from syngeneic (*n* = 6), allo-WT (*n* = 16), and allo-MCd (*n* = 14) groups after transplant. Mice were quantified for dermal thickness according to the height of the blue collagen band across 10–20 different fields per mouse. Images are mice with dermal thickness closest to the mean values for each group. Quantification is combined data from two independent transplants. **(G)** Genes associated with dermal fibrosis are significantly upregulated in allo-WT animals, as measured by NanoString analysis or qPCR (IL21 only). Samples were skin from syngeneic (*n* = 3), allo-WT (*n* = 3), and allo-MCd (*n* = 5) mice. **(H)** Supernatants from activated mast cells cause increased proliferation in fibroblasts. 48 h after plating, supernatants from mast cells stimulated with IgE + antigen + 50 ng/ml SCF caused fibroblasts to proliferate significantly more than any other condition. Data is representative of two independent experiments. ^*^P = 0.01–0.05, ^**^P = 0.001–0.01, ^***^P = 0.0001–0.001, ^****^P < 0.0001, NS, not significant.

The mice were sacrificed and analyzed after week 7 post-transplant. Syngeneic mice had almost no skin pathology. However, allogeneic transplantation induced severe skin pathology in WT mice, which was significantly ameliorated in allo-MCd mice, as scored by an independent, blinded, board-certified pathologist [hematoxylin and eosin [H+E] staining, Figure 2D]. In the lung, small intestine, liver, and colon, there were no significant pathologic differences between the allogeneic groups (Supplementary Figure 1). In the allo-WT but not the syngeneic or allo-MCd animals, pathology scores significantly correlated with clinical GVHD scores (Figure 2E). Only mice in the allo-WT group displayed clinical symptoms consistent with sclerotic chronic GVHD, including scaly skin, hair loss, and patchy lesioning (19). When skin from these mice was examined histologically by Masson's trichrome staining, fibrotic cGVHD was evident only in the allo-WT group, including excess collagen deposition, hyperkeratosis, epidermal disruption, and significant increases in dermal thickness (20), as shown by representative images and the corresponding quantification in Figure 2F. Importantly, no cGVHD was noted in the allo-MCd mice.

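Skin from 3 syngeneic, 3 allo-WT and 5 allo-MCd mice was collected after week 7 for transcript measurements. The recipients had received 850 cGy of radiation, then splenocytes and bone marrow cells. The paper gives LP/J donors for the allogeneic groups and C57BL/6J donors for the syngeneic group, whereas the sample labels give LP/J donors for all 11 mice. The groups are named here as in the paper. The labels name Trizol for the RNA extraction, and the methods name Ribozol. The allo-MCd recipients carried the W-sh allele of Kit, the receptor for stem cell factor, and lack mast cells. From each mouse, 100 ng of RNA was loaded on the NanoString Myeloid Innate Immunity panel, which counts RNA molecules with color-coded probes on the nCounter system without amplification. The authors normalized the counts in the nSolver software, and the paper's text does not name the housekeeping genes used or say whether the figures were drawn from the values as deposited. The deposited values covered 754 genes, beside raw counts of 6 positive and 8 negative control probes. In each mouse between 99.87% and 100% of the gene values lay within 0.011 of a whole multiple of 1 factor, which was between 0.759 and 2.54 and from which whole counts were recovered. Recovered totals lay between 831632 and 1460260 counts per mouse, with a median of 1252636 in syngeneic, 1431864 in allo-WT and 1089527 in allo-MCd mice. Mouse 1 of the allo-WT group had the lowest total and the largest factor, and its strongest positive control gave 3975 counts, against 17615 to 33547 in the other 10 mice. The other allo-WT mice, at 17615 and 19850 counts, also lay below every syngeneic and allo-MCd mouse. The background, taken as the mean of the negative controls plus 2 SD, lay at normalized values between 14.3 and 37.5, and between 86.1% and 95.1% of the genes were above it. After 15 housekeeping genes were set aside, the 701 genes with a value of at least 20 in at least 3 mice were compared. The test was limma on log2(value + 1), with all 3 groups in 1 fit and a gene called at an adjusted p of at most 0.05. Differences are on this log2 scale, which understates the change of low genes. For single genes a two-sided exact permutation test was added, which can give no p below 0.0179 with 3 mice against 5 and none below 0.1 with 3 against 3. The median log2 difference over all 701 genes was -0.71 for allo-MCd minus allo-WT, 0.20 for allo-WT minus syngeneic and -0.58 for allo-MCd minus syngeneic. With each mouse also scaled to the same median gene, these medians became 0.11, -0.04 and -0.01, so differences under this median scaling are given beside those on the deposited scale.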

We next analyzed RNA extracted from skin of mice from each group by the NanoString Myeloid Innate Immunity panel or by qPCR for IL21 (not included in the NanoString panel). Significant increases in genes associated with skin fibrosis were evident in the allo-WT group, each of which was significantly lowered in the allo-MCd group (Figure 2G) (21, 22). 

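Of the genes in Figure 2G, Tgfb1, Icos, Mmp12 and Il21r were read from the NanoString panel, and IL21 was measured by qPCR and is not analysed here. Mean normalized counts of Tgfb1 were 1229 ± 214 (SD, n = 3) in syngeneic, 1834 ± 287 (SD, n = 3) in allo-WT and 800 ± 177 (SD, n = 5) in allo-MCd skin. The Icos means were 182 ± 28.9, 692 ± 189 and 63.2 ± 12.3 in the same order. For Mmp12, which encodes macrophage metalloelastase, they were 338 ± 85.3, 3695 ± 2646 and 120.0 ± 37.0. Il21r, the receptor for IL21, had 35.4 ± 4.92, 286 ± 64.9 and 33.2 ± 19.8 normalized counts, and 1 of the 5 allo-MCd values was not above the background. All 4 genes were lower in allo-MCd than in allo-WT, by log2 differences from -4.66 for Mmp12 to -1.21 for Tgfb1, with adjusted p-values from 8.81e-07 to 0.000444 (limma with Benjamini-Hochberg adjustment). The groups did not overlap for any of the 4 genes, and each exact permutation p was 0.0179. Under the median scaling they lay between -3.84 and -0.40 and all 4 remained called. This setting moved Tgfb1 most, to a limma adjusted p of 0.0423, and quantile normalization moved Icos, Mmp12 and Il21r most, to -2.55, -3.66 and -2.17. Between allo-WT and syngeneic mice, Icos, Mmp12 and Il21r were higher in allo-WT by 1.89, 3.15 and 2.96 on the log2 scale. Their limma adjusted p-values were 0.000413, 0.000731 and 0.000361. With Benjamini-Hochberg adjustment, the methods' test did not call Mmp12 in this comparison (adjusted p = 0.0917). The Tgfb1 difference was 0.58 with a standard error of 0.24 and did not pass the threshold (limma adjusted p = 0.0671), although every allo-WT mouse lay above every syngeneic mouse. Adjusted over the list alone, all 4 genes passed it in limma, while no exact permutation p in this comparison of 3 mice against 3 was below 0.1. Tgfb1 was lower in allo-MCd than in syngeneic mice by -0.63 (limma adjusted p = 0.0345), without overlap and with an exact permutation p of 0.0357. This call was lost under the median scaling (-0.06), under quantile normalization (-0.18), by the methods' test, and without syngeneic mouse 1 (-0.53) or 3 (-0.58) or allo-MCd mouse 1 (-0.54), 2 (-0.66) or 4 (-0.56). It was also lost when rescaled to housekeeping genes (-0.57) and with the mouse number as a replicate block (-0.64). The study plotted these genes from the same mice, so a count adjusted over the list alone is not independent evidence, here and for the genes of Figures 3D, 4B and 5E. The collagen genes Col1a2 and Col3a1, outside this list, were not called between allo-MCd and allo-WT (0.27 and -0.25). Without allo-WT mouse 2, Col3a1 was called lower in allo-MCd (-1.46). Col1a2 was lower in allo-WT than in syngeneic skin (-1.97, limma adjusted p = 0.022), a call lost in several settings, as without allo-WT mouse 2 (-1.14). These transcripts do not measure deposited collagen.

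**Figure D1:**
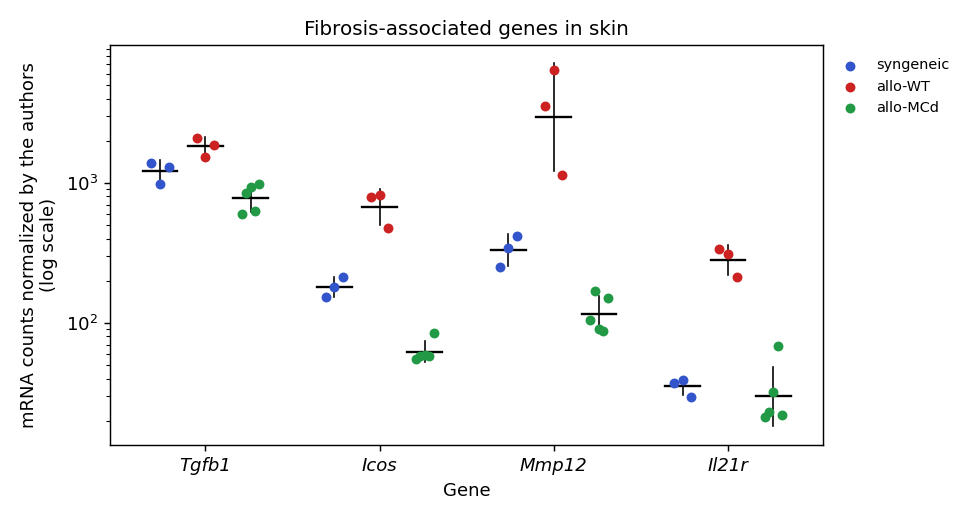
Normalized mRNA counts on a log axis for Tgfb1, Icos, Mmp12 and Il21r, 1 point per mouse in syngeneic, allo-WT and allo-MCd skin. Horizontal lines are means and vertical lines 1 SD on the log2(value + 1) scale, and the allo-MCd mice lie below the allo-WT mice for each gene.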

Taken alongside the histologic data, this indicates a mast cell-dependent induction of fibrosis through an unknown mechanism.

Since fibroblasts are the main effector cell responsible for collagen deposition and fibrosis, we assessed whether supernatants from mast cells could affect the proliferation of fibroblasts (23). We isolated and cultured fibroblasts derived from the skin of C57BL/6J mice for 2–3 weeks. Following trypsinization, these cells were transferred to a 6-well plate. After 4 h to allow cells to adhere, there were no differences in count between groups. We then added fresh media or conditioned media from mast cells stimulated under various conditions to these cultures and counted them after 24 and 48 h. We saw that after 24 h, fibroblasts cultured in conditioned media from activated mast cells (IgE + antigen + SCF) had grown significantly more than fibroblasts incubated with conditioned media from unstimulated mast cells or from mast cells incubated with IgE but without antigen. By 48 h post-plating, fibroblasts cultured in conditioned media from activated mast cells showed a significant increase in cell count compared to all other conditions (Figure 2H). This indicates that products from activated mast cells can induce fibroblast proliferation which could lead to increased fibrosis *in vivo*.

### Mast Cells Are Increased in allo-WT Recipients After Murine Bone Marrow Transplant

During a bone marrow transplant, the donor stem cells reconstitute and fill the role previously played by the recipient bone marrow. Among these roles are hematopoiesis of lymphoid and myeloid immune subsets, mast cells included (1). *Ex vivo*, we have shown that mast cells can survive radiation and chemotherapy, but we wanted to determine if mast cells were present post-transplant *in vivo;* in addition to radiation, recipient-derived mast cells could also be eliminated by alloreactive donor T-cells. Therefore, we used histochemical and fluorescent methods to examine tissue sites where mast cells are tropic, including skin, ear, and trachea, as well as other GVHD target organs (small intestine, lung and liver).

Seven weeks after transplant, organ tissue was stained with toluidine blue and mast cells were counted per high-power field (400x). Skin, ear, and tracheal tissue showed a similar pattern, with low numbers of mast cells in syngeneic animals, higher numbers in allo-WT animals, and low-to-undetectable levels of mast cells in allo-MCd animals (Figures 3A,B, Supplementary Figure 2A). To confirm the identity of the toluidine blue-positive cells, we stained skin slides with avidin conjugated to the Texas Red fluorophore and counted the number of stained cells per high-power field. Avidin has been shown to stain mast cells in a biotin-independent manner (24, 25) and skin/ear sections from each animal showed significant correlation between avidin- and toluidine blue-positive cells as well as similar numbers and distribution in the tissue (Figure 3C, Supplementary Figures 2B,C). Interestingly, mast cells in the skin of the allo-WT group were often seen to be degranulating even at week 7 post-transplant (Figure 3C, Supplementary Figure 2D), indicative of an activated phenotype. In small intestine, lung, and liver, mast cell numbers were low-to-undetectable and there were no differences between groups (data not shown). Findings were verified by a blinded, independent researcher. 

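As a check of the sample labels, Kit and the mast cell genes were first read in each mouse. Normalized counts of Kit were between 54.1 and 125.7 in the syngeneic and between 7.98 and 21.7 in the allo-MCd mice. In the allo-WT mice they were 91.3, 11.9 and 75.4, so mouse 2 lay within the allo-MCd range for this gene. None of the 5 allo-MCd values was above the background. Kit was lower in allo-MCd than in allo-WT by a log2 difference of -1.66 (limma adjusted p = 0.0288), and the exact permutation p was 0.0714. The call was lost under the median scaling (-0.84, limma adjusted p = 0.190), under quantile normalization (-0.52, limma adjusted p = 0.435) and by the methods' test. It was also lost without allo-WT mouse 1 (-1.14, limma adjusted p = 0.151) or 3 (-1.28, limma adjusted p = 0.114), and without allo-MCd mouse 1, 2 or 4 (limma adjusted p from 0.0524 to 0.0587). Without allo-WT mouse 2 it was -2.56 (limma adjusted p = 0.000418). The chymase gene Cma1 had 2298 ± 1741 (SD, n = 3) normalized counts in allo-WT and 95.6 ± 70.1 (SD, n = 5) in allo-MCd skin. For the tryptase gene Tpsb2 the means were 781 ± 522 and 37.8 ± 26.4, for Fcer1a 814 ± 814 and 21.8 ± 9.00, and for Cpa3 3944 ± 2842 and 157 ± 121. Tpsb2 has a near-identical neighbour, Tpsab1, and the probe sequences are not used here. The spread within the allo-WT group was wide, since its mouse 2 held 588.8 normalized counts of Cma1 and mouse 1 held 4069. The highest allo-MCd value was nevertheless below the lowest allo-WT value for each of the 4 genes (exact permutation p = 0.0179 for each). Log2 differences of allo-MCd minus allo-WT were between -4.79 for Cpa3 and -4.47 for Tpsb2, with standard errors between 0.67 and 0.80 and limma adjusted p-values between 0.00012 and 0.000287. Median scaling brought them to between -3.97 and -3.65, and all 4 genes remained called. By the methods' test Fcer1a was not called, and none of the 4 was called after Benjamini-Hochberg adjustment of that test over all genes. Of the 5 allo-MCd mice, 4 were above the background for Cma1, 3 for Tpsb2, 3 for Fcer1a and 5 for Cpa3.

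**Figure D2:**
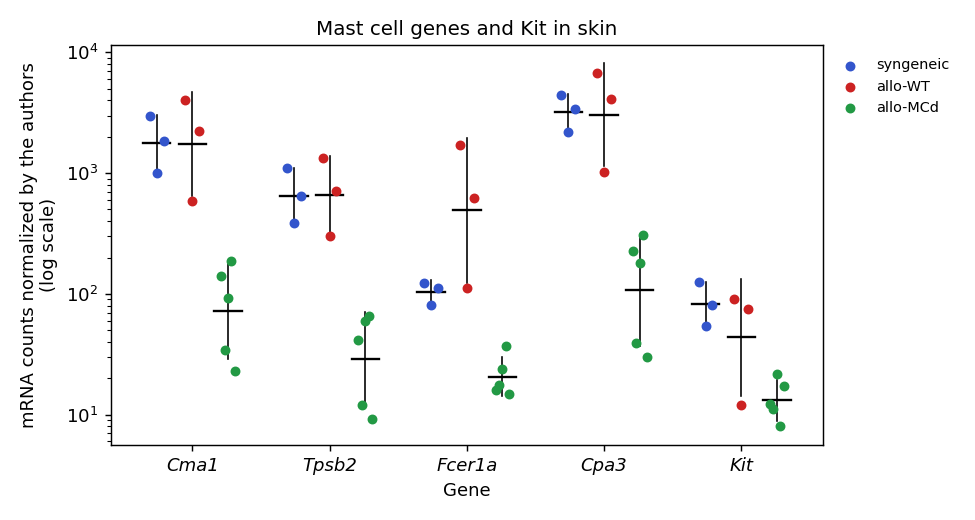
Normalized mRNA counts on a log axis for Cma1, Tpsb2, Fcer1a, Cpa3 and Kit, 1 point per mouse in syngeneic, allo-WT and allo-MCd skin. Horizontal lines are means and vertical lines 1 SD on the log2(value + 1) scale. The groups allo-WT and allo-MCd overlap for Kit and are apart for the other 4 genes.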

To confirm our finding in the skin, we returned to our NanoString data set, where we found that mast cell-specific genes including chymase, tryptase, FCeR1a, and Cpa3 were expressed at extremely low levels in the skin of allo-MCd mice (Figure 3D).

**Figure 3:**
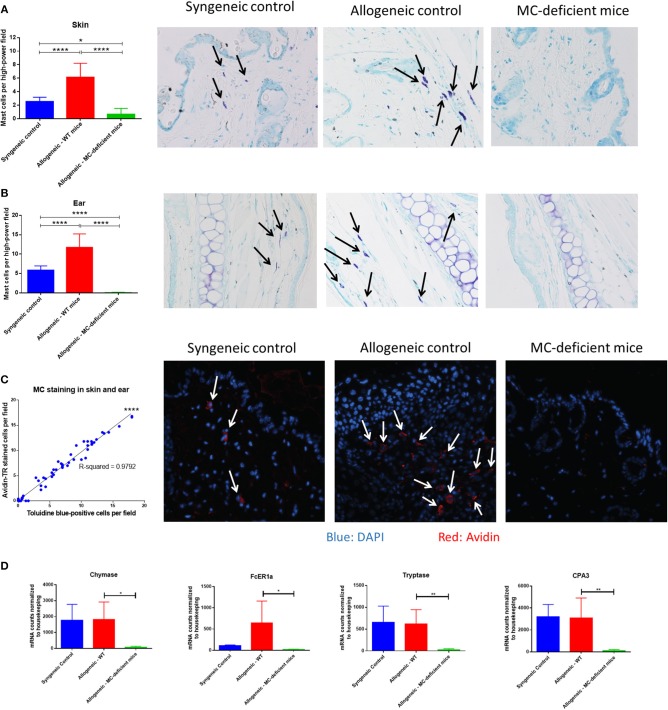
Mast cells are increased in allo-WT recipients after murine bone marrow transplant. Mast cell counts and toluidine blue-stained representative images in the **(A)** Skin, and **(B)** Ear of syngeneic (*n* = 6), allo-WT (*n* = 16), and allo-MCd (*n* = 14) animals. Mast cell counts per high-power field (400x) are displayed in the first column alongside images from animals whose mast cell count was nearest the mean value for the group. Mast cells (arrows) were denoted by metachromatic staining and granular appearance. **(C)** Mast cell staining by avidin or toluidine blue has a high correspondence across two different skin sections from the same animal [syngeneic (*n* = 6), allo-WT (*n* = 16), and allo-MCd (*n* = 14)]. Representative images from avidin-stained skin (blue = DAPI, red = Avidin). Arrows denote nucleated mast cells. **(D)** Levels of mast cell-specific genes in the skin are significantly lowered in allo-MCd mice. Data displayed is from syngeneic (*n* = 3), allo-WT (*n* = 3), and allo-MCd (*n* = 5) mice, as measured by NanoString analysis. ^*^P = 0.01–0.05, ^**^P = 0.001–0.01, ^***^P = 0.0001–0.001, ^****^P < 0.0001, NS, not significant.

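Against the syngeneic mice, the 4 genes were lower in allo-MCd skin as well. Syngeneic means were 1938 ± 982 (SD, n = 3) normalized counts for Cma1, 713 ± 369 for Tpsb2, 105 ± 21.7 for Fcer1a and 3322 ± 1121 for Cpa3. The log2 differences of allo-MCd minus syngeneic were -4.59, -4.45, -2.28 and -4.86, with limma adjusted p-values of 0.00144, 0.00134, 0.0179 and 0.00144. The exact permutation p was 0.0179 for each of the 4 genes, also when adjusted over the list alone. Under the median scaling 3 of the 4 remained called, and Fcer1a did not (-1.71, limma adjusted p = 0.0643). Without syngeneic mouse 1 the Fcer1a difference was -2.16 with a limma adjusted p of 0.0681, and without syngeneic mouse 3 it was -2.22 with 0.0600. Its call was also lost with a pseudocount of 20, under quantile normalization and with voom on the recovered counts, which was chosen after seeing the data. By the methods' test only Tpsb2 was called, and none of the 4 was called after Benjamini-Hochberg adjustment of that test. Kit was lower than in syngeneic mice by -2.54 (limma adjusted p = 0.00561).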

### The Dermal Environment of allo-WT Mice Is Enriched in Chemokine Signaling Compared to allo-MCd Mice

Our findings demonstrate a difference in GVHD scoring and skin pathology, yet given the pleotropic effects of mast cells in the immune system we next decided to explore their functional role. We examined immune cells in the spleen and saw no differences in proportion or count in myeloid or lymphoid subsets (Supplementary Figure 3). To examine more local factors, skin from animals from each group was analyzed using the NanoString Myeloid Innate Immunity panel. 

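Over the 701 genes compared, 350 were lower and 80 higher in allo-MCd than in allo-WT skin at a limma adjusted p of at most 0.05. Between allo-WT and syngeneic skin, 196 genes were higher and 104 lower in allo-WT, and between allo-MCd and syngeneic skin 33 were higher and 259 lower in allo-MCd. Under the median scaling these numbers became 214 lower and 249 higher, 171 higher and 192 lower, and 99 higher and 98 lower. Leaving out allo-WT mouse 1 brought the 80 genes higher in allo-MCd than in allo-WT to 49. The 104 genes lower in allo-WT than in syngeneic skin became 69 without syngeneic mouse 1, 63 without syngeneic mouse 3 and 69 without allo-WT mouse 2. The 259 genes lower in allo-MCd than in syngeneic skin became 167 without syngeneic mouse 1 and 168 without syngeneic mouse 3. All 214 genes that were lower in allo-MCd than in allo-WT under the median scaling were among the 350. The PANTHER membership list is not used here, and a set of 75 of the compared genes stood in for it, made of chemokine ligands, chemokine receptors, interleukins, interferons, TNF ligands and colony-stimulating factors chosen by symbol, with Tgfb1, Lif and Osm. The set holds genes that the study plotted, Tgfb1 among them. Of these 75 genes, 58 were among the 350 that were higher in allo-WT than in allo-MCd. That is 77.3% of the set against 49.9% of all genes compared, an enrichment of 1.55-fold over the panel (two-sided Fisher's exact test, p = 3.45e-07). Fisher's test treats the genes as independent, so its p-values do not measure the variation between mice. The background was the panel of innate immunity genes and not the genome, so this enrichment is on another scale than one from PANTHER. Under the median scaling it was 1.75-fold (Fisher's exact test, p = 1.52e-05), and for the 47 chemokine ligand and receptor genes alone it was 1.49-fold (Fisher's exact test, p = 0.000464).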

When we looked at the subset of genes overexpressed in allo-WT vs. allo-MCd by PANTHER pathway analysis (26), we found only one pathway to be statistically significant, an approximately 5-fold enrichment for the “Inflammation mediated by chemokine and cytokine signaling pathway” (PANTHER pathway number P00031, Supplementary Figure 4A). Cytokine levels were found to be expressed at low levels in both skin and serum and were largely unchanged between groups (Supplementary Figures 4B,D).

Further analysis was performed using the NanoString nSolver software which clusters genes by pre-annotated pathways. Sorting on “Chemokine signaling genes,” heatmap analysis demonstrated an overall trend toward increased dermal expression of genes involved in these pathways in allo-WT mice, with lower expression in allo-MCd mice (Figure 4A). 

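The nSolver gene list of the heatmap is not used here. In its place, the 47 compared genes whose symbols mark them as chemokine ligands or receptors were tested as a set. Their median log2 difference of allo-WT minus allo-MCd was 2.01, and 42 of the 47 were lower in allo-MCd. The difference passed the threshold for 35 genes lower and 3 higher in allo-MCd, and under the median scaling the median was 1.19 with 28 lower and 6 higher. The set stood apart from the other genes of the panel in limma's camera test with a preset correlation of 0.01 (p = 0.00104), but not with the correlation estimated from the data (p = 0.196). The set also passed 0.05 in limma's fry test, which does not compare a set with the other genes. Against the syngeneic mice, the set was higher in allo-WT by a median of 1.34, with 26 genes called higher and 4 lower, and by 1.10 with 26 higher and 6 lower under the median scaling. Between allo-MCd and syngeneic skin the median was -0.50, with 15 genes called lower and 0 higher, a median 0.08 above that of all genes compared. It changed sign to 0.07 under the median scaling, with 8 genes called lower and 6 higher.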

We further examined expression of specific chemokine transcripts. CCL2, CCL3/CCL4 (which encode MIP-1a and MIP-1b, respectively), and CCL5 all demonstrated significant upregulation of transcript in the skin in allo-WT mice (Figure 4B). 

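Mean normalized counts of Ccl2 were 922 ± 350 (SD, n = 3) in syngeneic, 9854 ± 2483 (SD, n = 3) in allo-WT and 752 ± 248 (SD, n = 5) in allo-MCd skin. For Ccl3 they were 35.2 ± 5.18, 727 ± 450 and 35.2 ± 24.5. The Ccl4 means were 15.6 ± 3.42, 204 ± 97.1 and 12.4 ± 5.84, and 1 of 3 syngeneic and 1 of 5 allo-MCd mice were above the background. Ccl5 had 155 ± 56.0, 4116 ± 2118 and 369 ± 335 normalized counts. All 4 transcripts were higher in allo-WT than in syngeneic mice, by log2 differences from 3.45 for Ccl2 to 4.68 for Ccl5 (limma adjusted p from 6.32e-05 to 0.000523). They were lower in allo-MCd than in allo-WT by -4.30 to -3.75 (limma adjusted p from 2.22e-06 to 0.000136). The groups did not overlap in either comparison. The exact permutation p was 0.1 against the 3 syngeneic mice and 0.0179 against the 5 allo-MCd mice, the smallest that each allows. All 4 remained called in both comparisons under the median scaling, at 3.20 to 4.43 against syngeneic mice and -3.48 to -2.93 for allo-MCd minus allo-WT. Ccl2 and Ccl12 are closely related genes, and how well the probes tell them apart was not tested here.

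**Figure D3:**
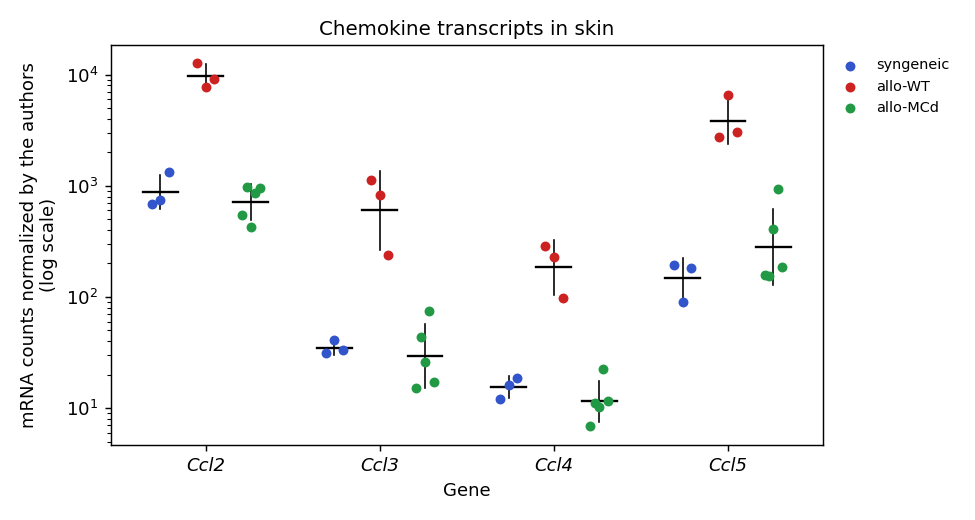
Normalized mRNA counts on a log axis for Ccl2, Ccl3, Ccl4 and Ccl5, 1 point per mouse in syngeneic, allo-WT and allo-MCd skin. Horizontal lines are means and vertical lines 1 SD on the log2(value + 1) scale, and the allo-WT mice lie above both other groups for each gene.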

When we measured protein levels of these chemokines by cytometric bead array, we saw an extremely similar expression pattern, with all 4 chemokines upregulated in allo-WT, while syngeneic and allo-MCd were not significantly different (Figure 4C). Intriguingly, the levels of these chemokines in the allo-WT group were all significantly correlated with their overall GVHD score (Figure 4D). All of these chemokines can be chemotactic for T-cells, the canonical GVHD effector cell (27, 28). Additionally, they are capable of recruiting monocytes, macrophages, or other myeloid cells, many of which are implicated in cGVHD pathogenesis and fibrotic disease.

**Figure 4:**
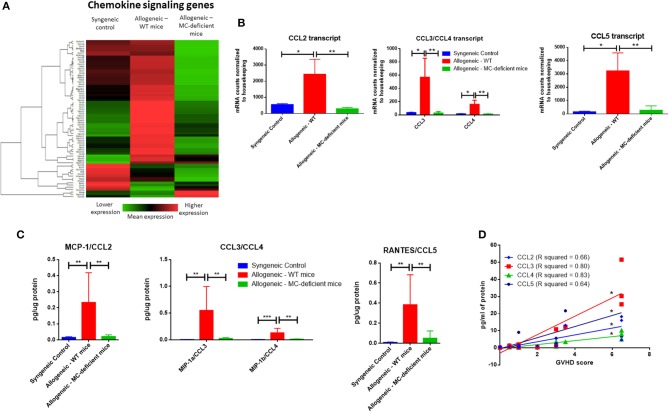
The dermal environment of allo-WT mice is enriched in chemokine signaling compared to allo-MCd mice. **(A)** Heatmap analysis showing lowered expression of chemokine signaling genes in allo-MCd animals compared to allo-WT animals as measured by NanoString. Heatmaps and gene pathway annotations were generated using NanoString nSolver software. **(B)** Transcript as measured by NanoString, and **(C)** protein levels of chemokines are upregulated in the skin of allo-WT mice, while syngeneic mice and allo-MCd mice are not significantly different (syngeneic *n* = 6, allo-WT *n* = 6, and allo-MCd *n* = 8, data are combined from two independent transplants). Protein levels were measured by LEGENDplex Chemokine Cytometric Bead Array kit. All NanoString data displayed is from syngeneic (*n* = 3), allo-WT (*n* = 3), and allo-MCd (*n* = 5) mice. **(D)** Protein levels of CCL2, CCL3, CCL4, and CCL5 all significantly correlate with whole-animal GVHD scoring. R squared and *P*-values were determined by Spearman non-parametric correlation. ^*^P = 0.01–0.05, ^**^P = 0.001–0.01, ^***^P = 0.0001–0.001, ^****^P < 0.0001, NS, not significant.

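For the transcripts of Ccl2, Ccl3, Ccl4 and Ccl5, allo-MCd and syngeneic skin were not distinguished. The log2 differences of allo-MCd minus syngeneic were -0.30, -0.24, -0.38 and 0.93, with standard errors of 0.32, 0.57, 0.42 and 0.57. None of the 4 was called (limma adjusted p from 0.196 to 0.741), the exact permutation p was between 0.25 and 0.732, and the groups overlapped for every gene. Under the median scaling the differences of Ccl2, Ccl3 and Ccl4 changed sign, to 0.27, 0.34 and 0.19, and that of Ccl5 rose to 1.502, which was not called. The lowest p for Ccl5 among the alternatives was under quantile normalization, at a difference of 1.53 (limma adjusted p = 0.0542), and with a mouse left out the limma adjusted p lay between 0.142 and 0.497. Ccl5 values of the allo-MCd mice lay between 155.7 and 937.2 normalized counts, and without mouse 4, which had the highest, the difference was 0.50. Protein levels are not analysed here.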

### Immune Infiltration and Activation Are Ameliorated by Mast Cell Deficiency

Given the inflammation and increased chemokines evident in the skin of our allo-WT mice, we wanted to determine whether this resulted in increased immune infiltration and tissue damage. Indeed, when we examined H+E-stained skin sections from allo-WT mice, epidermal dysregulation, and an obvious dermal immune infiltrate was visible (Figure 5A, quantified in Figure 5B). Animals from the syngeneic and allo-MCd groups displayed equally low levels of immune infiltrate. The immune infiltrate was characterized as to its hematopoietic lineage and was found to be predominantly lymphocytic in all three groups (Figure 5C). Accordingly, there was no significant difference across all groups in eosinophil or neutrophil count in H+E-stained skin sections, nor was there a difference in CD19 transcript by qPCR (Supplementary Figure 3C). All characterization and counting on H+E slides were performed by an independent, board-certified pathologist.

**Figure 5:**
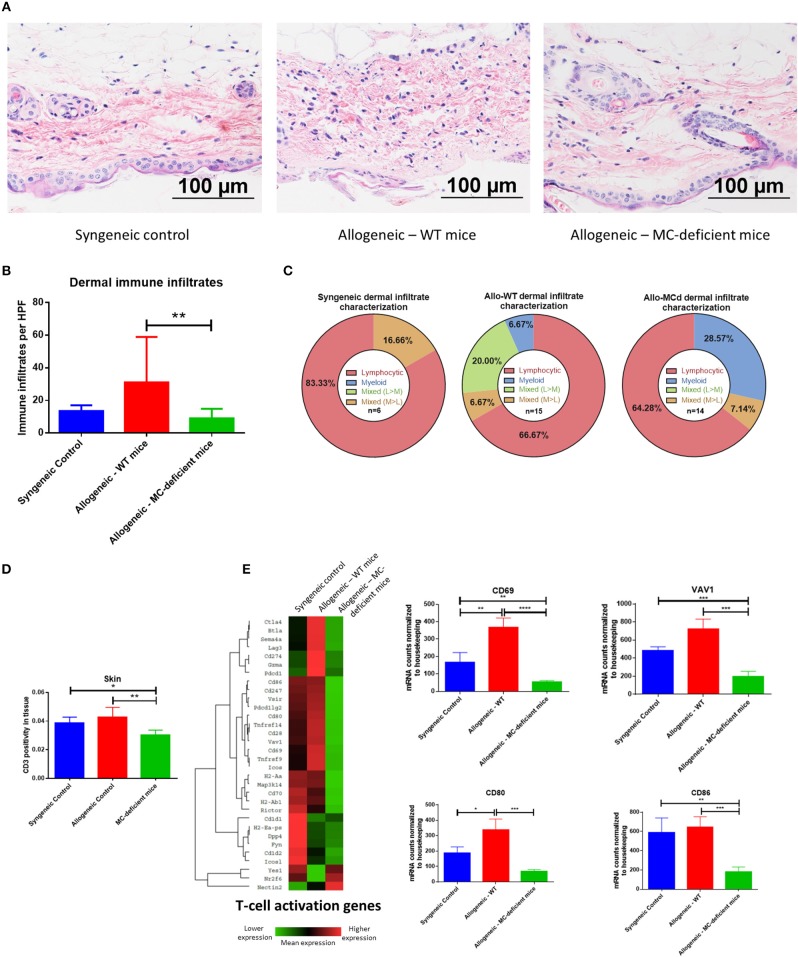
Immune infiltration and activation in the skin are ameliorated by mast cell deficiency. **(A)** Representative images from H+E staining show an increased immune infiltrate and tissue damage in skin from allo-WT animals, while syngeneic and allo-MCd animals have a similar phenotype. In allo-WT animals, epidermal dysregulation and an obvious dermal immune infiltrate is visible. **(B)** Quantification of **(A)**. **(C)** The immune infiltrate was characterized as to its hematopoietic lineage by morphology and was found to be predominantly lymphocytic in all three groups. **(D)** Immunohistochemistry against CD3 demonstrates a significant increase in T-cell infiltration in the skin of allo-WT as compared to allo-MCd animals. Slides were digitally scanned using the Aperio ScanScope XT, then quantified for DAB chromogen staining across the whole tissue using the Positive Pixel Count V9 algorithm. **(E)** Heatmap and gene-level analysis demonstrates significant increases in genes involved in the T-cell activation pathway in allo-WT as compared to allo-MCd animals as measured by NanoString. This indicates that despite a slight but significant increase in T-cells, activation status of those cells widely differs between groups. Heatmaps and gene pathway annotations were generated using NanoString nSolver software. NanoString data displayed is from syngeneic (*n* = 3), allo-WT (*n* = 3), and allo-MCd (*n* = 5) mice. ^*^P = 0.01–0.05, ^**^P = 0.001–0.01, ^***^P = 0.0001–0.001, ^****^P < 0.0001, NS, not significant.

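The list behind the heatmap is not used here. A set of 40 T-cell surface, signaling and costimulation genes was fixed in advance, and 26 of them were compared, Icos, Cd69, Vav1, Cd80 and Cd86 among them. Of a separate list of 8 T cell lineage markers, Cd3e, Cd4 and Cd8a among them, the panel holds 0. T-cell number and activation per T-cell can therefore not be told apart with this set. Their median log2 difference of allo-WT minus allo-MCd was 2.08, and 25 of the 26 were lower in allo-MCd, 19 of them past the threshold and 0 higher. With the median scaling these became 1.26, with 16 lower and 2 higher. The set stood apart from the other genes in camera with the preset correlation (p = 0.000828), but not with the correlation estimated (p = 0.145), and it also passed 0.05 in fry. Between allo-WT and syngeneic skin the median was 0.88, with 14 genes called higher and 1 lower in allo-WT, and 0.64 with 12 higher and 2 lower under the median scaling. Between allo-MCd and syngeneic skin it was -0.97, with 13 genes called lower and 0 higher in allo-MCd, where the median of all genes compared was -0.58. Median scaling brought it to -0.40, with 6 genes called lower and 0 higher.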

T-cells in the skin, as measured by immunohistochemistry against CD3, were upregulated from allo-MCd to allo-WT animals (Figure 5D). This slight but significant increase in cellularity was seen alongside increased gene expression of markers of T-cell activation including CD69 and VAV1, as well as markers of costimulation such as CD80 and CD86 (Figure 5E). It seems that while the level of T-cell infiltration is not hugely different, activation and the costimulatory milieu in the dermal environment may enhance their effects.

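Mean normalized counts of Cd69 were 173 ± 56.2 (SD, n = 3) in syngeneic, 467 ± 86.4 (SD, n = 3) in allo-WT and 55.6 ± 12.5 (SD, n = 5) in allo-MCd skin. The means of Vav1 were 486 ± 41.8, 917 ± 177 and 215 ± 58.4. For the costimulatory ligands Cd80 and Cd86 they were 190 ± 39.4, 432 ± 110 and 76.7 ± 12.0, and 600 ± 153, 823 ± 170 and 200.4 ± 51.9. All 4 genes were lower in allo-MCd than in allo-WT by log2 differences between -3.06 and -2.05, with standard errors between 0.24 and 0.29 (limma adjusted p from 4.56e-06 to 3.82e-05), and the groups did not overlap (exact permutation p = 0.0179 for each). With the median scaling the differences were between -2.24 and -1.23, and all 4 remained called. Against syngeneic mice, Cd69, Vav1 and Cd80 were higher in allo-WT by 1.47, 0.90 and 1.16 (limma adjusted p of 0.00376, 0.0199 and 0.00578), and Cd86 was not called (0.47, limma adjusted p = 0.201). The Vav1 call was lost without syngeneic mouse 3 (0.83, limma adjusted p = 0.0700) and without allo-WT mouse 1 (0.76, limma adjusted p = 0.0736). All 4 were also lower in allo-MCd than in syngeneic mice, by -1.59 to -1.21 (limma adjusted p from 0.00144 to 0.00313). Of these, Vav1 and Cd80 were not called under quantile normalization (limma adjusted p = 0.0551 for Vav1 and for Cd80), and Cd80 was not called by the methods' test. With Benjamini-Hochberg adjustment that test did not call Cd69, Vav1 or Cd80 either. From the increased expression in allo-WT mice alongside a slight increase in CD3 staining, the paper proposes that activation and costimulation in the skin may enhance the effects of the T-cells there. Without T cell lineage markers on the panel, these transcripts cannot separate activation per T-cell from T-cell number.

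**Figure D4:**
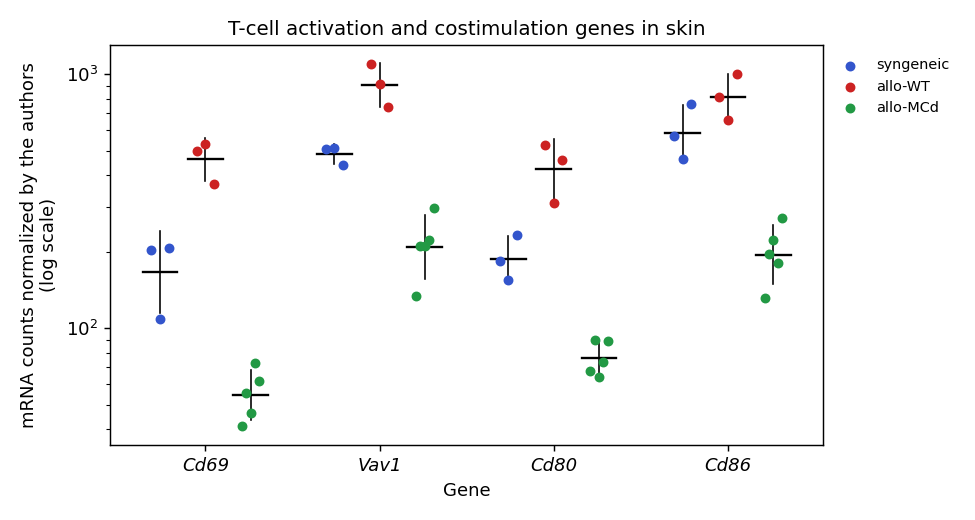
Normalized mRNA counts on a log axis for Cd69, Vav1, Cd80 and Cd86, 1 point per mouse in syngeneic, allo-WT and allo-MCd skin. Horizontal lines are means and vertical lines 1 SD on the log2(value + 1) scale, and the allo-MCd mice lie below both other groups for each gene.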

### Mast Cells Produce Chemokines Upon Stimulation Which Are Blocked by Drugs Used in Treatment of cGVHD

Mast cells are known to be able to produce a wide variety of mediators, as reviewed excellently by Mukai et al. (29). As shown in Figure 4D, chemokine production seems to be a major factor in the pathogenesis of sclerodermatous GVHD in this model. Therefore, we wanted to test whether mast cells were capable of producing these same cytokines, assayed *ex vivo* using bone marrow-derived mast cells cultured from C57BL/6J mice.

Indeed, we saw that upon stimulation with multiple methods of mast cell activation (IgE/antigen crosslinking or IgE/antigen + IL-33), mast cells produced significant amounts of CCL2, CCL3, and CCL4. Importantly, treatment with ibrutinib, a BTK inhibitor, or ruxolitinib, a Jak1/Jak2 inhibitor, reduced mast cell production of these chemokines in a dose-dependent manner (Figures 6A–C). Treatment with imatinib or fingolimod did not reduce mast cell chemokine production even at the highest doses tested (Supplementary Figure 5A). Drug dosing had no effect on cell viability (Supplementary Figure 5B). While CCL5 was the other chemokine significantly upregulated in the skin of allo-WT mice (Figure 4D), we saw no CCL5 production from mast cells in this context, though previous papers from our group have pointed out donor-derived T-cells as the primary producers of CCL5 in the post-transplant setting (30).

**Figure 6:**
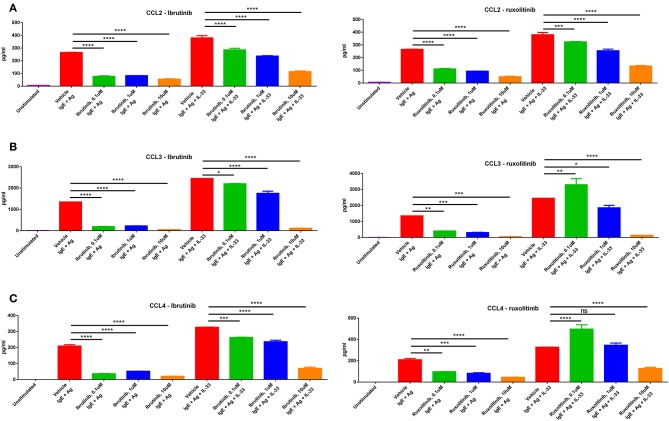
Mast cells produce chemokines upon stimulation, production of which is blocked by drugs used in treatment of cGVHD. Mast cells produce high levels of **(A)** CCL2, **(B)** CCL3, and **(C)** CCL4 upon stimulation with IgE + antigen or IgE + antigen + IL-33 (column 1 vs. columns 2 and 6). Production of these chemokines is inhibited by treatment with either ibrutinib or ruxolitinib in a dose-dependent manner. Results shown are representative of 2–4 independent assays. Error bars are the SD of technical replicates. Chemokine assays were performed using the LEGENDplex Inflammatory Chemokine Assay kit, which measures levels of 13 chemokines. Mast cells did not produce significant amounts of CCL5, CCL11, CCL17, CXCL1, CXCL9, CXCL10, CXCL13, CXCL5, or CCL22 (data not shown). ^*^P = 0.01–0.05, ^**^P = 0.001–0.01, ^***^P = 0.0001–0.001, ^****^P < 0.0001, NS, not significant.

### Mast Cell Numbers Are Increased in the Skin of Patients With Dermal Manifestations of cGVHD

To further examine this phenomenon in the context of human patients with cGVHD, we obtained approval from the University of Kentucky Institutional Review Board for studies on banked, deidentified human samples (see methods for details). We used the University of Kentucky Biospecimen Procurement and Translational Pathology Shared Resource Facility (BPTP SRF) to identify skin biopsies from allo-HSCT recipients who were diagnosed with chronic GVHD and where histologic changes were consistent with dermal graft-vs.-host disease. Patient characteristics are included in Table 1. GVHD prophylaxis and antibiotic regimens were unable to be determined from the available anonymized patient data. Samples from 5 cGVHD patients were stained with Masson's trichrome alongside skin samples from patients without cGVHD. Epidermal thickness was measured by Masson's trichrome staining and found to be increased due to collagen deposition, consistent with cGVHD symptomology (Figure 7A). We identified levels of tryptase-positive cells in the skin by immunohistochemistry in order to quantify the number of mast cells present in these samples. Tryptase-positive cells were primarily located near the dermal-epidermal junction and were significantly increased in cGVHD patients as compared to normal skin samples as measured by Aperio (Figure 7B). Quantification was verified by a blinded independent researcher. Representative images for the staining are shown in Figure 7C. These data correlate with our findings that mast cells may be important in the pathogenesis of dermal chronic graft-vs.-host disease.

**Table 1:** Patient characteristics.

	**Median age (range)**	**Gender**	**Gender mismatched donor**	**Conditioning regimen**		
				**Bu/Cy**	**Bu/Cy/Campath**	**Unknown**
GVHD patients	52 (44–59)	M (4/5)	100% (5/5)	60% (3/5)	20% (1/5)	20% (115)
		F (1/5)				
Non-GVHD patients	50 (36–60)	M (2/4)	NIA		NIA	
		F (2/4)				

*Characteristics of patients used in the study were provided by the UK Biospecimen Procurement and Translational Pathology Shared Resource Facility*.

**Figure 7:**
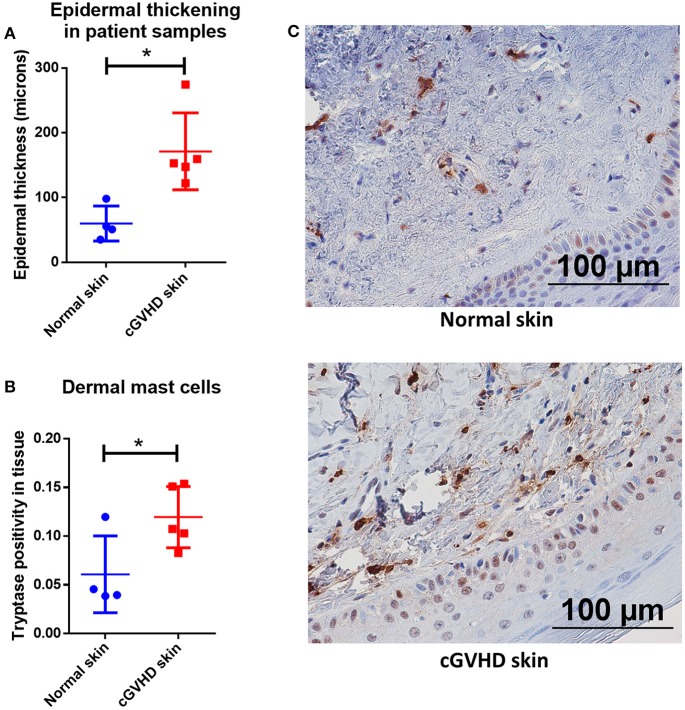
Mast cell numbers are increased in the skin of patients with dermal manifestations of cGVHD. **(A)** Skin biopsies from patients with cGVHD displayed histologic changes consistent with dermal cGVHD including epidermal thickening as compared to normal controls (normal controls *n* = 4, cGVHD patients *n* = 5). **(B)** cGVHD patient samples had a significant increase in tryptase staining as measured by Aperio ImageScope in the dermis as compared to normal controls (normal controls *n* = 4, cGVHD patients *n* = 5). **(C)** Representative images of **(B)**. ^*^P = 0.01–0.05, ^**^P = 0.001–0.01, ^***^P = 0.0001–0.001, ^****^P < 0.0001, NS, not significant.

## Discussion

Pathogenic fibrosis is a characteristic of many diseases in the developed world, with up to 45% of all deaths associated with symptoms of chronic fibrosis (23). Understanding the mechanisms behind fibrosis and developing new treatments is a major public health concern. As in other fibrotic diseases, treatment of cGVHD is hampered by incomplete knowledge of the mechanisms driving disease pathogenesis. Many of the current treatments, such as immunosuppressive steroids, do not bring about the desired patient outcomes and are unsuited for the long-term course of treatment often required in cGVHD. In this study, we demonstrate a novel role for mast cells in the pathogenesis of dermal cGVHD and show the first evidence of mast cell involvement *in vivo*, which could open new paradigms in the treatment of fibrotic cGVHD.

Our data demonstrating mast cell viability and functionality after radiation and chemotherapy confirm several earlier studies showing similar results (Figures 1B–D) (14, 31). This radioresistance of mast cells is striking in contrast to many other immune cell types, which are considered to be depleted during the conditioning phase of allo-HSCT (19). Additionally, MC resistance to alkylating agents is perhaps not entirely surprising. They express high levels of aldehyde dehydrogenase, which is known to inhibit the activity of alkylating agents, and divide slowly, if at all (32–34). Taken together, this implies that the mast cell is a conditioning-resistant, mature, immune effector cell, which remains functional, and that has tropism toward the cGVHD target organs. It is therefore perhaps unsurprising that there was such a dichotomous difference in cGVHD symptomology *in vivo* between the allo-WT and allo-MCd groups in our murine model of allogeneic transplant. Using the LPJ → C57BL/6J model of murine cGVHD in both WT C57BL/6J and B6.Cg-Kit^W−sh^/HNihrJaeBsmGlliJ MC-deficient animals, we showed evidence for reductions in whole-animal GVHD scoring, skin pathology, and in dermal thickness and fibrosis in the allo-MCd mice. This correlated with decreases in transcript level of genes associated with fibrosis in the dermal environment (Figures 2A–G) (21, 22). Additionally, our *in vitro* evidence demonstrated that mast cells are capable of producing factors that induce proliferation in skin-derived fibroblasts, which are responsible for collagen deposition (Figure 2H). Mast cells are known to be one of the major sources of fibroblast growth factor, which could explain this phenomenon (35).

Previous work by Leveson-Gower et al. has shown that the presence of mast cells is beneficial in the context of acute GVHD through mast cell production of anti-inflammatory factors, such as IL-10 (36). However, that study was performed in a C57BL/6 → BALB/c model of acute GVHD, where defining characteristics of the disease include acute inflammation and early alloreactive damage to the tissues, along with rapid disease onset, progression and mortality from acute GVHD. In contrast, chronic GVHD is often defined by inappropriate and prolonged inflammation alongside anti-inflammatory “wound healing” responses and fibrosis (37). Therefore, we believe that the mast cell, while beneficial in the inflammatory phase of aGVHD, ultimately becomes detrimental in cGVHD through its ongoing anti-inflammatory activities resulting in collagen deposition and pathogenic fibrosis.

These data fit with a study by Levi-Schaffer et al., which demonstrated that mast cells are activated by splenic supernatants from mice with cGVHD, as well as their work showing that fibroblasts from mice with cGVHD enhance proliferation of connective tissue-derived mast cells (10, 12). Taken together with our data showing that mast cell products can stimulate proliferation of fibroblasts (Figure 2H) this could indicate a positive feedback loop in cGVHD wherein mast cells and fibroblasts are able to induce proliferation in the other cell type. In addition, there is a growing body of literature in human and murine models demonstrating that mast cells and fibroblasts have both direct and indirect interactions, the result of which is increased collagen deposition and fibrosis (5, 38–40).

Transplant of WT bone marrow into MC-deficient mice has been previously shown to induce repopulation of mast cells in skin, ear, and other organs within 12 weeks post-HSCT (13). After measuring mast cells by both toluidine blue and avidin staining, we observed that *in vivo*, mast cells were present in the syngeneic and allo-WT groups at our analysis time, 7 weeks post-HSCT. In contrast, almost no mast cells were observed in the allo-MCd group. These findings were confirmed by transcript-level analysis of mast cell-specific genes (Figure 3). Therefore, we believe that the mast cells in the allo-WT and syngeneic groups may be recipient derived, although our model does not allow for definitive recipient vs. donor differentiation and there may be other factors driving this disparity in mast cell numbers.

We further saw that the allo-WT animals had significant increases in transcript and protein levels of chemokines (CCL2, CCL3, CCL4, and CCL5) that can recruit canonical cGVHD effector cells. Levels of these chemokines significantly correlated with our whole-animal GVHD scoring (Figure 4). Additionally, the skin of allo-WT mice had increased tissue damage and a primarily lymphocytic immune infiltrate. We also showed a concomitant increase in T-cell number by immunohistochemistry, alongside data demonstrating increased levels of genes involved in T-cell activation and signaling (Figure 5). However, despite this overactivation, the levels of many T-cell cytokines were shown to not significantly differ between groups in Supplementary Figure 4. We believe this is due to the relatively small difference in number of T-cells alongside the possibility that these cytokines are produced by other cell types, such as macrophages or mast cells.

Importantly, all these changes were ameliorated by mast cell-deficiency. Given the mast cell's well-known role as a “sentry cell (41),” it seems that in the context of cGVHD pathogenesis they may be necessary for initial recruitment of inflammatory cells which then cause a feedback loop of further inflammation and immune recruitment. Additionally, they may have more direct effects through their impact on fibroblast proliferation. We also show that mast cells are capable of production of many of the chemokines that are upregulated in the allo-WT animals (Figures 6A–C, columns 1, 2, 6).

Ibrutinib is a combined BTK/ITK inhibitor known to be efficacious in treatment of murine and human cGVHD, for which it is currently the only FDA-approved drug (42, 43). The Jak1/Jak2 inhibitor, ruxolitinib has been in case studies and is currently in Phase 2 and 3 clinical trials for use in steroid-refractory cGVHD (44–46). Mast cells express many of the signaling molecules targeted by these drugs, and we therefore investigated whether chemokine production would be inhibited when treated with ibrutinib or ruxolitinib (47, 48). Indeed, we found a dose-dependent decrease in production of CCL2, CCL3, and CCL4 when treated with ibrutinib and ruxolitinib (Figure 6). This phenomenon was not seen in cells treated with imatinib or fingolimod, which is unsurprising given the lack of exogenous S1P or SCF in the assay (Supplementary Figure 5). Given the overexpression of these same chemokines in the skin of the allo-WT vs. allo-MCd mice (Figure 4C) and the reduction in skin symptomology of patients treated with ibrutinib and ruxolitinib (44), it may be that inhibition of mast cell chemokine production is a component of the mechanism by which these inhibitors are clinically efficacious.

Lastly, we show that patients with dermal manifestations of cGVHD have higher levels of mast cells in the skin than normal controls (Figure 7). This data is similar to that seen in our murine model and is suggestive that mast cells may be active in human cGVHD. Further studies directly or indirectly addressing mast cells and correlative biomarkers are warranted as these may assist physicians in diagnosing and predicting skin cGVHD as well as expanding the options for treatment.

The disease pathology of murine models of cGVHD most often takes place within the first 50 days (49). However, mast cells can take as much as 12 weeks to fully reconstitute from the bone marrow to tissue sites (50). This means that in a theoretical model assessing the role of donor-derived mast cells (C57BL/6J or B6.Cg-Kit^W−sh^/HnihrJaeBsmGlliJ → LP/J), the cells would not have reconstituted from the bone marrow in time to play a role in disease pathogenesis. Furthermore, restoration of mast cells in B6.Cg-Kit^W−sh^/HnihrJaeBsmGlliJ by injection of bone-marrow derived mast cells is not feasible in this model, as injected mast cells do not repopulate the skin after they are injected intravenously or intraperitoneally (50). Additionally, neutralizing mast cells using pharmacologic methods or antibody depletion is not feasible. Both of these methods are not sufficiently specific to mast cells and introduce artifacts whose effects would be difficult to deconvolute (51). Specific mast cell depletion is possible in some transgenic models (52), but these often have systemic issues such as Cre activity outside the mast cell lineage (53).

While we believe this study to show exciting insights into the mechanisms of fibrotic cGVHD, it is nonetheless reliant on murine models of cGVHD that do not always recapitulate the human disease. We have demonstrated a novel role for mast cells in murine cGVHD, but its translation to human disease will require further studies. The small number of available banked human samples further hampered our investigation into this phenomenon.

In this current era of targeted therapies, a deeper understanding of disease pathogenesis allows for direct cellular or molecular inhibition. This study is the first *in vivo* evidence of mast cell involvement in dermal cGVHD. Given the mast cell-dependent nature of this model of cGVHD, and the mast cell's capability to produce many of the same chemokines that we see in the skin of mice with active disease, we propose that mast cell production of chemokines and recruitment of further inflammatory cells may be a critical mechanism of dermal cGVHD pathogenesis. Ibrutinib and ruxolitinib may be capable of modulating this process, and further examination of mast cells in this context may lead to increased therapeutic options for patients who are suffering from cGVHD.

## Materials and Methods

### Animals

All animal work was approved by the University of Kentucky Institutional Animal Care and Use Committee and the Department of Laboratory Animal Resources. BALB/cJ, LP/J, C57BL/6J, and B6.Cg-Kit^W−sh^/HnihrJaeBsmGlliJ mice were all purchased from commercially available sources [Stock numbers 000651 (RRID IMSR_JAX:000651), 000676 (RRID IMSR_JAX:000676), 000664 (RRID IMSR_JAX:000664), and 012861 (RRID MMRRC_012861-UCD), respectively. Jackson Laboratories, Bar Harbor, ME, USA]. All mice were female and were used at 8–10 weeks of age.

### Transplant

C57BL/6J or LP/J mice were sacrificed by CO2 inhalation, then bone marrow cells and splenocytes were isolated and counted. C57BL/6J and B6.Cg-Kit^W−sh^/HnihrJaeBsmGlliJ recipients were exposed to a single dose of 850cGy of ionizing radiation from a Cesium source, then injected intravenously with 2.0e6 LP/J splenocytes and 5.0e6 LP/J bone marrow cells. In the syngeneic group, C57BL/6J mice received the same dose of splenocytes and bone marrow cells from a C57BL/6J mouse. After week 7, blood was collected into heparinized tubes (365965, BD Biosciences, San Jose, CA). Heparin tubes were centrifuged at 1500xG for 10 min, then plasma was harvested and stored at −80C. Skin, lung, liver, small intestine, colon, kidneys, ear, and tracheal tissue were harvested, trisected, and stored either in formalin for histologic analysis, in RNALater (AM7021, Millipore-Sigma, St. Louis, MO) for RNA stabilization, or snap-frozen over dry ice for protein analysis, then stored at −80°C. Spleen was harvested for flow cytometric analysis.

### GVHD Scoring

Recipient mice were monitored daily for survival, and clinical GVHD was assessed weekly by a lab member not directly involved in the planning of the study. Mice were scored for GVHD by assessment of five clinical parameters: weight loss, posture (hunching), activity, fur texture, and skin integrity. Individual mice from coded cages received a score of 0–2 for each criterion (maximum score of 10) that was used as an index of severity and progression of disease (18).

### Mast Cell Culture

Bone marrow was extracted from femurs and tibias isolated from BALB/cJ or C57BL/6J mice and cultured in DMEM media (12-604F, Lonza, Basel, Switzerland) with 10% heat-inactivated fetal bovine serum (35-011-CV, Corning Inc., Corning, NY) and 1% penicillin/streptomycin (120-095-721EA, Quality Biological, Gaithersburg, MD) at 37°C, 5% CO_2_, in a humidified incubator. After 24 h, the suspension cells were removed and culture in a new flask along with 10 ng/ml recombinant murine IL-3 (213-13, Peprotech, Rocky Hill, NJ). Cells were passaged twice per week, each time leaving behind any adherent cells. After 4–6 weeks, cell phenotype was confirmed by visual morphology and flow cytometry.

### Mast Cell Irradiation/Chemotherapy Viability Assay

Viable mast cells were counted by hemacytometer via trypan blue exclusion and plated at 1e6/ml, then exposed to 8.5 or 20 Gy single-dose radiation from a cesium source or chemotherapeutic agents. Busulfan and cyclophosphamide were purchased from Cayman Chemicals (14843 and 13849, Ann Arbor, MI) and resuspended in DMSO. Drugging time and conditions were chosen based on clinical usage where cells were drugged with 800 ng/ml busulfan and/or 30 ug/ml cyclophosphamide, which corresponded to steady-state serum levels of the drug during clinical utilization (15). Cells were approximately 98% viable prior to irradiation. Every 24 h, cells were counted and assessed for viability by trypan blue exclusion out to 96 h post-irradiation or 72 h post-drugging.

### Mast Cell Stimulation and Inhibition Assays

Mast cells were incubated overnight with 100 ng/ml murine monoclonal anti-DNP IgE, clone SPE-7 (D8406, RRID:AB_259249, Millipore-Sigma, St. Louis, MO) at 37 C. The next day, cells were centrifuged and washed twice with fresh media to remove unbound IgE and cells were replated in fresh media with 10 ng/ml IL-3. Stimulation was to the relevant wells added in the form of 10 ng/ml IL-33 and/or 100 ng/ml DNP-BSA for 24 h at 37 C, then cells were centrifuged and supernatant was collected. For the drug inhibition assays, ibrutinib, ruxolitinib, imatinib, and fingolimod were purchased from Cayman Chemical (936563-96-1, 941678-49-5, 220127-57-1, 162359-55-9, Ann Arbor, MI) and reconstituted per the manufacturer's instructions. Drug stocks were diluted in media and incubated with mast cells after the overnight IgE incubation step. Cells were treated for 1 h at 37 C, then washed out with fresh media twice. Cells were then stimulated as per above.

### Degranulation by CD107a Expression

Cells were incubated at 1e6/ml with IgE overnight then washed and plated in new media, as above. 0.66 μl/ml Golgistop (554724, BD Biosciences, San Jose, CA) was added along with AF594-CD107a antibody, clone 1D4B (121624, RRID:AB_2616690, Biolegend, San Diego, CA), then cells were stimulated with 100 ng/ml DNP-BSA and/or 50 ng/ml SCF (250-03, Peprotech) for 4 h at 37 C. Cells were then collected, washed, and fixed/permeabilized with Fix/Perm reagent (554714, BD Biosciences). Cells were then stained with BV421-CD117 (clone 2B8, 105827, RRID:AB_10898120) and PE-FceR1a (clone MAR-1, 134307, RRID:AB_1626104) (Biolegend) in perm/wash buffer for 20 min at 4 C, washed, and analyzed by flow cytometry for CD117/FceR1a^+/+^ CD107^+/−^ expression.

### Histology

Organs were collected from mice and suspended in 4% formalin for 48 h, then 70% ethanol for 7 days. After this, samples were cut into slices, processed, and embedded in paraffin blocks. All sections shown were sectioned at 5 micron thickness. Masson's trichrome staining was performed according to manufacturer protocol (26367-Series, Electron Microscopy Sciences, Hatfield, PA). H+E stains were performed by the University of Kentucky Surgical Pathology core and assessed by a blinded, board-certified pathologist according to a previously published organ-specific GVHD scoring system (18, 54). Skin slides were stained with Toluidine Blue O (364-12, Millipore Sigma) and assessed as toluidine blue-positive cells per high-power field. Counts were verified by a separate, blinded researcher. Texas Red-conjugated avidin was purchased from Rockland Immunochemicals (A003-09, Limerick, PA) and resuspended at 2 mg/ml in deionized water. This was diluted 1:500 and sections were stained for 1 h, washed 3 times in PBS, dehydrated to xylene, and mounted with Fluoroshield Mounting Medium with DAPI (ab104139, Abcam, Boston, MA).

### Immunohistochemistry

Slides were baked at 80°C for 15 min, then rehydrated through xylene, 100, 95, and 70% ethanol into H_2_O. Antigen retrieval was performed in citrate Target Retrieval Solution (S169984-2, Agilent, Santa Clara, CA), pH 6.0, in a pressure cooker. Slides were blocked for 30 min in PowerBlock (HK083-50K, Biogenex, Fremont, CA), then incubated with primary antibody at a 1:200 dilution in PowerBlock. Antibodies used were rabbit anti-mouse CD3e, clone D4V8L (99940, RRID:AB_2755035, Cell Signaling Technologies, Danvers, MA), and mouse anti-human tryptase, clone AA1 (ab2378, RRID:AB_303023, Abcam, Boston, MA). Slides were washed in PBS + 0.1% Tween 20 (PBS-T) and then incubated with secondary antibody. For CD3 staining, a drop of Dako Envision+ HRP Anti-Rabbit Polymer (K4003, RRID:AB_2630375, Agilent) was added to slides for 1 h, then washed with PBS-T. For tryptase staining, Goat Anti-Mouse Immunoglobulin/HRP (P0260, RRID:AB_2636929, Agilent) was used at a 1:1 dilution for 10 min and then washed with PBS-T. After washing, DAB chromogen (ab64238, Abcam) was prepared according to manufacturer's instructions and added to slides while observing the staining under a microscope for 30 s (tryptase staining) or 2 min (CD3 staining). The reaction was quenched in diH_2_O, then dehydrated to xylene. Slides were mounted using Richard-Allan Scientific mounting medium (4112APG, Thermo Fisher Scientific, Waltham, MA).

### Microscopy and Analysis

Histology slides were imaged by Aperio Scanscope XT digital slide scanner or by a color camera system attached to a Nikon Eclipse 80i microscope. All scale bars are 100 μm. Trichrome and CD3 IHC slides were digitally scanned by an Aperio ScanScope XT system. Dermal thickness was measured with the ruler tool across 10–20 areas of tissue. Aperio methodology and results were checked and verified by CDJ. CD3 and tryptase positivity was measured across the whole tissue by the Aperio Positive Pixel Count V9 algorithm. Counts were also verified by ImageJ IHC profiler analysis by a blinded, independent researcher, RK. Fluorescence images were acquired on a Nikon Eclipse TE2000-U microscope equipped with a DS-Qi1Mc camera.

### Flow Cytometry

Splenocytes were phenotyped using two different antibody panels. The first panel consisted of lymphocyte and T-cell stains and allowed for identification of CD45, CD3, CD4, CD8, and FoxP3 subsets. The second panel identified B-cells, neutrophils, macrophages, and dendritic cells using stains for CD19, CD11c, CD11b, F4/80, and Ly6G (Gating scheme for both panels in Supplementary Figure 6). Splenic tissue was forced through a 70 micron filter to create a single cell suspension and cells were washed with PBS containing 4% FBS and incubated with FcR-block anti-mouse CD16/CD32 (14-0161-82, RRID:AB_467133, Clone 93, eBioscience, San Diego, CA). Cells then were incubated in a pre-optimized concentration of antibodies in a total volume of 100 μL. For intracellular staining for FoxP3, fixation and permeabilization were done as per protocol using the fixation/permeabilization concentrate and diluent (00-5123-43, eBioscience). The following antibody clones were used for splenocyte characterization:

FITC-CD3 (REA641, 130-119-798, RRID:AB_2751851), APC-CD4 (GK1.5, 130-091-611, RRID:AB_871692), APC-Vio770-CD45 (30F11, 130-118-687, RRID:AB_2733121), APC-CD11c (N418, 130-091-844, RRID:AB_244272), PE-CD19 (6D5, 130-092-041, RRID:AB_871638), FITC-F4/80 (REA126, 130-102-988, RRID:AB_2651700) (Miltenyi Biotec, Bergisch Gladbach, Germany).

PerCP-Cy5.5-CD11b (M1/70, 101228, RRID:AB_893232), PerCP-Cy5.5-CD8 (53-6.7, 100733, RRID:AB_2075239) (Biolegend, San Jose, CA).

PE-Cy7-Ly6G (RB6-8C5, 25-5931-81, RRID:AB_469662), APC-eFluor780-MHCII (M5/114.15.2, 47-5321-82, RRID:AB_1548783), PE-FoxP3 (FJK-16s, 12-5773-80, RRID:AB_465935) (eBioscience).

Mast cells were phenotyped using the following antibody clones:

BV421-CD117 (clone 2B8, 105827, RRID:AB_10898120), PE-FceR1a (clone MAR-1, 134307, RRID:AB_1626104) (Biolegend)

All cells were analyzed on a BD LSR II cytometer (BD Biosciences) using single-stained OneComp eBeads (01-1111-41, Thermo Fisher Scientific, Waltham, MA) to determine compensation values. All gates were set using fluorescence-minus-one (FMO) controls. Flow cytometry data were analyzed using FlowJo V10 software (FlowJo Inc., Ashland, OR).

### RNA Isolation and NanoString Analysis

Tissue was frozen in RNALater as described in “Transplant” methods. The tissue was thawed, then suspended in 1 ml of Ribozol RNA isolation solution (VWR, Radnor, PA), and homogenized using a Tissuemiser homogenizer (Thermo Fisher, Waltham, MA). RNA was isolated from the homogenate per the Ribozol manufacturer's instructions. RNA was quantitated using the Qubit RNA BR assay kit in the Qubit Fluorometer (Thermo Fisher). Hundred nanogram of RNA was loaded into the cartridge of the NanoString Myeloid Innate Immunity panel and run on the nCounter Flex system at the University of Kentucky Clinical Genomics core per the manufacturer's instructions (NanoString Technologies, Seattle, WA). Data normalization and analysis was performed in the nSolver software.

### Real-Time Quantitative PCR

For cDNA synthesis and qPCR, RNA was quantified using a Nanodrop instrument (Thermo Fisher), and 100 ng was loaded into the iScript cDNA Synthesis Kit (1708891, Bio-Rad, Hercules, CA). For IL21 gene analysis, a predesigned primer probe mix was purchased from Integrated DNA Technologies (Assay ID: Mm.PT.58.7853071, Integrated DNA Technologies, San Jose, CA) and normalized using ACTB as a housekeeping gene (Assay ID: Mm.PT.39a.22214843.g). cDNA was assayed using the Luna Universal Probe qPCR master-mix (M3004X, New England Biolabs, Ipswich, MA), on an Applied Biosystems StepOne Real-Time PCR System (Applied Biosystems, Foster City, CA). Relative quantitation was performed using the delta-delta CT method, described previously (55).

### Tissue Lysate Preparation

Tissue was snap-frozen on dry ice as described in the “Transplant” methods section. The tissue was thawed, then suspended in 500 ml 1 × RIPA buffer (89900, Thermo Fisher, Waltham, MA) with protease inhibitors added (cOmplete Protease Inhibitor Cocktail, 4693159001, Roche, Basel, Switzerland). Tissue was homogenized using a Tissuemiser homogenizer (Thermo Fisher). Homogenate was vortexed for 30 s, then put on ice for 10 min. This procedure was repeated 3 times, then homogenates were spun down at 14,000 × G for 10 min at 4 C. Supernatant was moved to a new tube and quantified by Pierce BCA protein assay kit (23225, Thermo Fisher).

### Measurement of Cytokines and Chemokines

The levels of TNF-α, IL-6, IFN-γ, IL-2, IL-4, IL-10, and IL-17α were determined in plasma samples through the Mouse Th1/Th2/Th17 Cytometric Bead Array kit (560485, BD Biosciences, San Jose, CA). Bead fluorescence was measured using the BD Biosciences LSRII flow cytometer and analyzed with the accompanying software. Protein levels of CCL5, CCL11, CCL17, CXCL1, CXCL9, CXCL10, CXCL13, CXCL5, CCL22, CCL2, CCL3, and CCL4 in tissue and mast cell supernatants were analyzed with the LEGENDplex Mouse Proinflammatory Chemokine Panel (740007, Biolegend) per the manufacturer's instructions. Supernatants were loaded without dilution. Hundred micrograms of tissue lysate were loaded for analysis of chemokine levels in the skin, although final values displayed in the paper were normalized to nalyseds per milliliter per microgram of protein loaded. Bead fluorescence was measured using the BD Biosciences LSRII flow cytometer and analyzed in the Biolegend LEGENDplex data analysis software.

### Fibroblast Proliferation Assay

Fibroblasts were cultured from the skin of C57BL/6J mice as previously described (56). After 3 weeks of culture, cells were nearly confluent in a 10 cm petri dish. Media was aspirated off and 3 mm of trypsin was added to the dish for 5 min. After 5 min, cells were scraped off using a sterile scraper and spun down at 350 × G for 5 min. Cells were resuspended in 6 ml and plated equally into a 6 well plate in DMEM + 10% FBS + 1% penicillin/streptomycin. After 4 h to allow the cells to adhere, cells were counted on an inverted microscope across 4 fields of view per well at 200x magnification. At this point, 1 ml of mast cell supernatants or fresh media was added to the 1 ml of culture in each well. Cells were counted again 24 h later, and again after 48 h.

### Human Tissue Samples

All GVHD samples were from patients at the University of Kentucky Markey Cancer Center who had undergone an allo-HSCT with a subsequent diagnosis of chronic GVHD. Chart review and sample acquisition was performed by the honest broker of the University of Kentucky Biospecimen Procurement and Translational Pathology Core and samples were sectioned from paraffin-embedded tissue. All normal and cGVHD skin samples were derived from surgical specimens left over from clinical care that were banked by the UK Biospecimen Procurement Core under a waiver of consent from the UK IRB. All samples were deidentified and were not able to be linked to patient records by any investigators involved in the study. As a result of this, the University of Kentucky Institutional Review Board deemed that these samples did not meet the Department of Health and Human Services (DHHS) definition of human subjects or the Food & Drug Administration's (FDA) definition of human subjects.

### Figure Preparation and Statistics

All figures were prepared in GraphPad Prism 6 and 7 (GraphPad, San Diego, CA), FlowJo V10 (FlowJo Inc., Ashland, OR), or NanoString nSolver (NanoString Technologies, Seattle, WA) software packages. Experimental data are expressed as means ± standard deviation unless noted otherwise in the figure legend. Differences between two groups were analyzed by the two-tailed independent *t*-test. Differences between three or more groups were analyzed by one-way ANOVA, with a Tukey's *post-hoc* multiple comparisons test to determine the significance between groups. *P*- ≤ 0.05 were considered statistically significant. ^*^P = 0.01–0.05, ^**^P = 0.001–0.01, ^***^P = 0.0001–0.001, ^****^P <0.0001, NS, not significant.

## Data Availability Statement

Nanostring data is stored in the publicly available NCBI Gene Expression Omnibus database (accession number GSE128704). Other data in this study is available from the corresponding author upon request.

## Ethics Statement

The animal study was reviewed and approved by University of Kentucky Institutional Animal Care and Use Committee. All studies involving anonymized clinical samples were considered by the University of Kentucky Institutional Review Board to be non-human research, as the studies did not meet the Department of Health and Human Services (DHHS) definition of human subjects or the Food & Drug Administration's (FDA) definition of human subjects.

## Author Contributions

ES and GH wrote the manuscript. ES, SP, JS, and GH designed the experiments. ES, SP, RK, and TH performed the experiments and analyzed the data. NH, JD, MK, and CJ provided blinded pathological and phenotypic analysis.

### Conflict of Interest

GH owns stock or ownership interests in the following companies: Sangamo Bioscience, Axim Biotechnologies, Juno Therapeutics, Kite Pharma, Novartis, Insys Therapeutics, Abbvie, GW Pharmaceuticals, Cardinal Health, Immunomedics, Endocyte, Clovis Oncology, Cellectis, Aetna, CVS Health, Celgene, Bluebird Bio, Bristol-Myers Squibb/Medarex, crispr therapeutics, IDEXX Laboratories, Johnson and Johnson, Pfizer, Proctor and Gamble, Vertex. GH has operated in a consulting or advisory role for Pfizer, Kite Pharma, Jazz Pharmaceuticals, and Incyte. GH holds research funding from Takeda, Jazz Pharmaceuticals, and Pharmacyclics. GH has accepted travel, accomodations, or expenses from Kite Pharma, Incyte, Pfizer, the Falk Foundation, Jazz Pharmaceuticals, and Astellas Pharma. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

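Skin RNA from 3 syngeneic, 3 allo-WT and 5 allo-MCd mice was measured with the NanoString Myeloid Innate Immunity panel on the nCounter Flex system, 1 lane per mouse. The deposited values are a signal on a linear scale, counts of RNA molecules that the authors normalized in the nSolver software, and the figures label them as normalized to housekeeping genes. The software version, the housekeeping genes and the treatment of background are not named in the paper's text. The 768 entries held 754 genes and 14 control probes, whose values were raw counts. Of the gene symbols, 744 matched the RefSeq gene table of GRCm38.p6, 9 matched by a synonym and 1 did not match, and the symbols are printed as deposited.

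Whole counts were recovered from the factor of each mouse, found on a grid from 0.3 to 5, with a value called whole within 0.011 of a multiple. These counts give the depth, and they rest on the factor found for each mouse, which is divided out. Voom on these counts gave a median log2 difference of -0.73 for allo-MCd minus allo-WT, against -0.71 on the deposited scale. It therefore does not test the authors' scaling. Group medians of the typical gene, the median deposited value per mouse, were 438 in syngeneic, 508 in allo-WT and 269 in allo-MCd mice. No pair of mice within a group differed by as little as sampling noise, with a chi-square per degree of freedom between 34.6 and 399.4 over the recovered counts.

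Groups were compared in limma 3.58.1 under R 4.3.3, with an intensity trend in the spread and no covariate, on log2(value + 1). Of 739 genes left after 15 housekeeping genes were set aside, the 701 with a value of at least 20 in at least 3 mice were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. Two-sided exact permutation tests used the difference in mean log2 value, over 56 arrangements for 3 mice against 5 and 20 for 3 against 3. Gene sets were tested with camera at a correlation of 0.01 and with fry, and the enrichment with a two-sided Fisher's exact test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 read the values, and matplotlib 3.10.9 drew the plots.

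The fit was tested on simulated data in which 200 of 701 genes were changed, over 20 simulations. Of changes of 1 on the log2 scale, 90.1% were recovered between allo-MCd and allo-WT, 83% between allo-WT and syngeneic and 91% between allo-MCd and syngeneic mice. Of changes of 2, at least 99.9% were recovered, and 3.5%, 3.6% and 3.7% of the calls were false. The simulation drew each gene independently and with the same assumed spread, not with the spread seen in these mice. The rates therefore do not hold for genes with a wider spread, such as the plotted mast cell genes. Their standard errors between allo-MCd and allo-WT were 0.67 to 0.80.

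The lists of fibrosis, mast cell, chemokine, T-cell activation and cytokine genes, the gene sets, the tests and most alternatives were chosen before the data were examined. The named genes were those that the paper names or plots, and the 5 with the largest change in each direction of each comparison among called genes whose groups did not overlap, with Kit and the listed cytokines. Some definitions were settled only afterwards. Receptors were left out of the interleukin and interferon symbols of the enrichment set, and background was taken as the mean of the negative controls plus 2 SD. The tolerance for whole values and the statistic of the permutation tests were also settled then. The result of the lineage marker sets was taken as the number of comparisons past 0.05 after adjustment over both comparisons with allo-MCd mice.

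Alternatives were other pseudocounts, other filters on low values, median scaling, quantile normalization, rescaling to housekeeping genes, limma without the trend or with a robust one, only the groups compared in the fit, the methods' test, the mouse number as a block, each mouse left out in turn, and voom on the recovered counts. The methods' test is the 3-group test with Tukey's comparison that the paper's statistics name, applied to the deposited values, with no adjustment across genes unless stated. Protein, histology and qPCR measurements are not analysed here.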

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

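Of the tests below, the one over the 16 plotted genes under median scaling and the shares of genes with the same sign, by direction, under median scaling or in simulated mice, were chosen only after the result was seen.

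Icos in allo-MCd mouse 5 had 85.18 normalized counts, apart from the other 4 allo-MCd mice at 55.43 to 58.88. It was singled out because its gap to the nearest mouse exceeded Dixon's limit for 5 samples on the log2 scale. This was 1 of 43 groups examined, and by chance about 5% of groups pass the limit. The recovered count was 74 in this mouse and between 57 and 73 in the others, and its factor of 1.15 was the largest of the group. No explanation was tested for this mouse, and the paper gives no condition that sets it apart.

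Many called genes lie outside those the paper discusses, 372 between allo-MCd and allo-WT, 261 between allo-WT and syngeneic and 263 between allo-MCd and syngeneic skin. Chance is argued against for allo-MCd against allo-WT, where 1 of 56 splits of the same mice, the real one, gave as many called genes. The same holds for allo-MCd against syngeneic, again 1 of 56. In the latter another split gave 233 called genes, against 292. For allo-WT against syngeneic, 1 of 10 splits gave as many, and 10 splits alone are too few to exclude chance. The next largest split gave 0 called genes, against 300 in the real one. In simulated data with no changed genes, a mean of 0.05 genes were called in this comparison. That simulation assumed the same spread for all genes and no correlation between them, so it cannot decide the question. The values of the splits argue against chance for the 300 genes as a set.

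More genes were lower than higher in allo-MCd than in allo-WT. The low positive controls of allo-WT mouse 1 are argued against as the whole cause, since 299 genes were lower without that mouse. However, the strongest positive control was lower in the whole allo-WT group, at 3975 to 19850 counts. It was 23084 to 27287 in syngeneic and 27650 to 33547 in allo-MCd mice. Leaving out mouse 1 cannot test this difference between the groups, so a technical part stays open. The scaling to housekeeping genes cannot be told apart from a broad fall in expression as the cause of this imbalance, because scaling to the same median gene, which left 214 genes lower, fixes the balance of calls. For the plotted genes of Figures 2G, 3D, 4B and 5E, the scaling to housekeeping genes is argued against as the whole cause. Of these, 16 of 16 remained called as lower with scaling to the same median gene. A part stays open, since Tgfb1 moved from -1.21 to -0.40 (limma adjusted p = 0.0423). A difference in the cells present in the skin stays open.

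The genes called between allo-WT and syngeneic skin could in part come from LP/J sequence variants under the probes, since donor cells carry them in both allogeneic groups. Of 300 such genes, 58 were also called in the same direction between allo-MCd and syngeneic skin. Both comparisons share the syngeneic mice. In simulated mice with allo-MCd values drawn as syngeneic, a mean of 0 of 349 genes called in each draw were called in the same direction and 58.3% had the same sign, over 100 draws. With values drawn as allo-WT these were 316 of 346 and 99.9%. The same sign was found for 47.7% of the 300 genes, and for 53.3% under median scaling. Of the 196 genes higher in allo-WT, 25.5% had the same sign between allo-MCd and syngeneic skin, and 53.1% did under median scaling. This argues against variants as the whole cause only if donor cells make up a like share of the skin in both allogeneic groups. That share was not measured, and the paper reports a larger immune infiltrate in allo-WT skin. Of the 104 genes lower in allo-WT, 89.4% had the same sign, and 53.8% did under median scaling, so for these and for the 58 genes variants stay open.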

How the results depend on the processing

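Voom on the recovered counts and the enrichment with receptor symbols kept in the set were chosen only after the result was seen. The tests of edgeR and DESeq2 on the recovered counts were not run, and voom took their place.

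The numbers of called genes moved with the scaling of the mice and with the test. Between allo-MCd and allo-WT, 350 genes were lower and 80 higher on the deposited scale, 214 and 249 under median scaling, and 206 and 260 under quantile normalization. The 104 genes lower in allo-WT than in syngeneic skin became 192 under median scaling and 211 under quantile normalization. Between allo-MCd and syngeneic skin, 259 lower and 33 higher genes became 98 and 99 under median scaling, and 101 and 96 under quantile normalization. Centring each mouse fixes this balance by construction. The methods' test with Benjamini-Hochberg adjustment gave 46 genes higher in allo-MCd than in allo-WT, 58 lower in allo-WT than in syngeneic, and 65 lower and 15 higher in allo-MCd than in syngeneic skin. The cause was not tested. The number of genes higher in allo-WT than in syngeneic skin stayed within 1.5 times of 196 under every alternative run.

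The 16 plotted genes were lower in allo-MCd than in allo-WT under every alternative run, and 410 values also kept their call. The other 5 values, of 4 genes, lost it under the methods' test, with or without adjustment. With Benjamini-Hochberg adjustment the methods' test called 0 of the 4 mast cell genes lower in allo-MCd than in allo-WT and 0 lower than in syngeneic mice, and without adjustment it called 1 lower than in syngeneic mice. With a filter of at least 100 in at least 3 mice, which leaves fewer genes, 1 cytokine transcript differed between allo-WT and allo-MCd. The chemokine set (2.01) and the T-cell set (2.08) lost their calls in camera with the correlation estimated, at p = 0.196 and p = 0.145. The enrichment kept its call under every alternative run, between 1.42-fold and 1.75-fold, but none of these allowed for correlation between genes.

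The number of lineage marker set comparisons past the threshold was 3, and it rose to 5 with the filter at 100, to 9 under median scaling and to 9 under quantile normalization. With the mouse number as a replicate block it was 5. The cause was not tested. That block stands for a number only, since the residuals of same-numbered mice had correlations between -0.11 and 0.21, over 9 pairs, and those of other pairs between -0.22 and 0.29. Under the block, Cxcl1 in allo-MCd against syngeneic skin changed sign to -0.0147.

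Signs that changed under median scaling concerned allo-MCd against syngeneic skin for Il21r (0.34), Ccl2 (0.27), Ccl3 (0.34), Ccl4 (0.19), Il6 (0.17), Ifng (0.57), Il2 (0.007), Cxcl5 (0.25) and the interferon-gamma response set (0.31). Between allo-MCd and allo-WT they concerned Il2 (0.55), Pdgfra (0.15), Pdgfrb (0.31), Ddr2 (0.54), Col3a1 (0.57), Ccl22 (0.57) and the dendritic set (0.13), and between allo-WT and syngeneic Tpsb2 (-0.23). Under quantile normalization the same comparisons changed sign, to 0.40 for Il21r, 0.14 for Ccl2, 0.41 for Ccl3, 0.25 for Ccl4, 0.24 for Il6, 0.63 for Ifng, 0.0572 for Il2, 0.31 for Cxcl5 and 0.20 for the interferon-gamma response set. Against allo-WT they were 0.75 for Il2, 0.001 for Pdgfra, 0.50 for Pdgfrb, 0.41 for Ddr2, 1.12 for Col3a1, 0.68 for Ccl22 and 0.33 for the dendritic set, and for allo-WT against syngeneic -0.24 for Tpsb2 and -0.0313 for Ccl17. The methods' test, on values that were not log-transformed, gave 0.25 for Cma1 and 0.25 for Cpa3 in allo-WT against syngeneic, 2e-04 for Ccl3 and 0.0331 for Cxcl5 in allo-MCd against syngeneic, and -0.0421 for Col1a2 in allo-MCd against allo-WT, with or without adjustment. Ifng in allo-MCd against syngeneic was 0.0015 with a pseudocount of 0.5 and 0.0612 when rescaled to housekeeping genes. The interferon-gamma response set was 0.19 with the filter at 100, the neutrophil set was -0.34 against syngeneic without a filter, and Tpsb2 in allo-WT against syngeneic was -0.0523 with voom. Of these, only Pdgfra between allo-MCd and allo-WT and the interferon-gamma response set, the latter only without adjustment over the sets, had passed the threshold on the deposited scale. The cause was not tested.

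With each mouse left out in turn, the genes lower in allo-MCd than in allo-WT numbered between 299 and 360 and those higher between 49 and 89. Between allo-WT and syngeneic skin they were between 63 and 131 lower and between 156 and 206 higher. Between allo-MCd and syngeneic skin they were between 167 and 312 lower and between 25 and 39 higher. The lineage set comparisons past the threshold were between 3 and 8, with 8 without allo-MCd mouse 1 and 5 without allo-MCd mouse 4. Sign changes with a mouse left out occurred for differences that were not called. In allo-MCd against allo-WT they were Ccl22 (-0.64 to 0.37), Col1a2 (-0.56 to 0.75), Col3a1 (-1.46 to 0.52) and Il2 (-0.63 to 0.19). In allo-WT against syngeneic they were Cma1 (-0.62 to 0.77), Tpsb2 (-0.49 to 0.58), Cpa3 (-0.64 to 0.72), Col3a1 (-1.80 to 0.18), Il2 (-0.76 to 0.0642) and Kit (-1.40 to 0.0123). In allo-MCd against syngeneic they were Cxcl1 (-0.22 to 0.51), Ifng (-0.28 to 0.35) and the neutrophil set (-0.15 to 0.20).

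Over 142 comparisons of single genes, 1914 of 2103 values under the other alternatives kept direction and call, 125 lost the call, 19 gained it and 45 changed sign. With a mouse left out, these numbers were 1472 of 1562 values kept, 54 lost, 14 gained and 22 with another sign. Of 16 marker set comparisons, 178 of 192 values kept direction and call under the other alternatives, 6 lost the call, 2 gained it and 6 changed sign. With a mouse left out they were 161 of 176 kept, 9 lost, 2 gained and 4 with another sign.

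The filter at 100 left no value for low genes such as Kit, Tnf, Il4 and Il10, and the methods' test gave none for the marker sets. Signal over background limits the lowest genes. For Kit, Ifng, Il10 and Ms4a2, 0 of 5 allo-MCd mice were above the background, and for Ccl4, Il4, Cxcl5, Chil3 and Chil4 1 of 5 was, so the size of the fall in these genes is not resolved below the background.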

Differences from the paper's values

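The values in Figure 4B for CCL2 differed from those computed here. A bar was taken to differ when it lay more than 1 SD and more than 1.5-fold from the deposited mean and the larger of them was above the background. The paper's bars stand at about 550 for syngeneic, about 2400 for allo-WT and about 300 for allo-MCd mice (Fig. 4B, read by eye), where the deposited values of Ccl2 had means of 922, 9854 and 752. Of the 25 alternatives set before the data were examined, only the rescalings and leaving out a mouse of the same group change a group's mean, and the others test nothing here. The allo-WT difference remained under all 6 that change its mean, and the allo-MCd difference under all 8. The syngeneic difference remained under 3 of 6, which were the rescaling to housekeeping genes and leaving out syngeneic mouse 1 or 2. It closed under median scaling, under quantile normalization and without syngeneic mouse 3. For the other 15 plotted genes no bar differed by this rule, which leaves smaller differences uncounted, and the allo-WT bars stood below the deposited means in every case, at about 0.76 to about 0.80 of them (Figs. 2G, 3D, 4B and 5E, read by eye). In syngeneic mice the bars stood at about 0.91 to about 1.1 of the deposited means (Figs. 2G, 3D, 4B and 5E, read by eye). In allo-MCd mice they stood at about 0.68 to about 1.1 (Figs. 2G, 3D, 4B and 5E, read by eye). A different normalization of the plotted values stays open as a cause and was not tested. The marks in the figures may therefore rest on other allo-WT values than those used here.

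For the fibrosis genes read from the panel, the paper states increases in the allo-WT group. Of these, 3 of 4 were called higher in allo-WT than in syngeneic mice, and Tgfb1 was not (0.58, limma adjusted p = 0.0671). Figure 2G carries no mark for Tgfb1 between these groups. The methods' test called Tgfb1 on the deposited values, and did not after Benjamini-Hochberg adjustment.

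Some comparisons called here carry no mark in the paper's figures. Figure 2G marks no difference of Mmp12 between allo-WT and syngeneic mice, which was 3.15 here, nor of Icos and Mmp12 between allo-MCd and syngeneic mice, which were -1.52 and -1.51 (limma adjusted p of 0.00144 and 0.0219). The Mmp12 call between allo-MCd and syngeneic mice was lost without syngeneic mouse 2 (-1.48) or 3 (-1.34) and under median scaling (-0.94). That between allo-WT and syngeneic mice was lost by the methods' test with Benjamini-Hochberg adjustment (adjusted p = 0.0917). Figure 5E marks none for Vav1 between allo-WT and syngeneic mice, which was 0.90 and not called without syngeneic mouse 3 (0.83) or allo-WT mouse 1 (0.76), nor for Cd80 between allo-MCd and syngeneic mice, which was -1.29. Figure 3D marks none of the mast cell genes between allo-MCd and syngeneic mice, and all 4 were called lower in allo-MCd, Fcer1a not without syngeneic mouse 1 (-2.16) or 3 (-2.22). The methods' test left uncalled Icos, Mmp12, Cd80, Cma1, Cpa3 and Fcer1a between allo-MCd and syngeneic mice. It also left Tgfb1 uncalled in this comparison, which Figure 2G marks and which was called in limma (-0.63).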

Other observations

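Of the tests below, the search for a gene that matches the CCL2 bars was chosen only after the result was seen, and the rule for reading the Pdgfra test was worded after its values were known.

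Of the 7 cytokines listed, 6 passed the filter on low values. Means in syngeneic, allo-WT and allo-MCd skin were 78.2, 175 and 47.7 normalized counts for Tnf, 43.2, 287 and 30.0 for Il6, and 14.6, 110 and 13.7 for Ifng. They were 28.1, 25.1 and 18.7 for Il2, 25.7, 91.5 and 12.7 for Il4, and 25.9, 45.2 and 11.3 for Il10. In limma, 5 of the 6 were lower in allo-MCd than in allo-WT, also adjusted over the list alone, with Il2 the exception. Tnf lost this call under quantile normalization (-0.83, limma adjusted p = 0.0631). None of the 5 allo-MCd mice was above the background for Ifng or Il10, and 1 was for Il4. Against syngeneic mice, Il6 and Ifng were called higher in allo-WT, Il6 not by the methods' test with Benjamini-Hochberg adjustment. Tnf was called only without allo-WT mouse 3 (limma adjusted p = 0.0189) or allo-MCd mouse 5 (limma adjusted p = 0.0444), and Il4 without allo-WT mouse 2 (limma adjusted p = 0.012) or with a pseudocount of 20 (limma adjusted p = 0.0323). With a mouse left out, the limma adjusted p ranged from 0.0189 to 0.234 for Tnf and from 0.012 to 0.193 for Il4. Il10 was called higher in allo-WT only with a pseudocount of 20, in limma without the trend and by the methods' test. It was called lower in allo-MCd than in syngeneic mice (-1.16), though not under median scaling (-0.59), quantile normalization (-0.50) or the methods' test with adjustment.

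No difference in the 4 plotted mast cell transcripts was called between allo-WT and syngeneic skin, apart from Fcer1a. Differences were -0.01 for Cma1, 0.02 for Tpsb2 and -0.07 for Cpa3, with exact permutation p-values of 1, 1 and 0.9. Fcer1a was 2.23 higher (limma adjusted p = 0.0305), with overlapping groups and an exact permutation p of 0.3. It lost its call without allo-WT mouse 1 (1.34, limma adjusted p = 0.118) or 3 (2.06), and without syngeneic mouse 1 (2.35), 2 (2.06) or 3 (2.29). With a mouse left out the limma adjusted p ranged from 0.000732 to 0.118. The call was also lost with only the groups compared in the fit, with voom and by the methods' test.

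Marker sets of leukocyte lineages were compared between allo-MCd and the other groups. The panel holds 0 of the 8 listed T cell markers and 1 of the 5 listed B cell markers, which did not pass the filter, so these sets were not tested. After adjustment over both comparisons together, 3 of 16 differences passed the threshold in camera with the preset correlation. Adjusted within each comparison, 5 passed, with the mast cell and interferon-gamma response sets against allo-WT added, and the choice between these adjustments was made after the data were seen. The 3 had a p between 4.69e-07 and 0.000175 in fry, which does not compare a set with the other genes, and none passed 0.05 with the correlation estimated, with p between 0.0955 and 0.133. These 3 were the macrophage set, with a median of -2.55 against allo-WT and -1.37 against syngeneic mice, and the mast cell set against syngeneic mice, at -2.87. The mast cell set holds the 4 plotted mast cell genes and Kit, and the extracellular matrix set holds Mmp12 and Tgfb1, which the study plotted. Against allo-WT, medians were -3.48 for the mast cell set, -2.85 for the interferon-gamma response, -3.41 for neutrophil, -3.12 for NK, -2.27 for pan-leukocyte, -0.69 for dendritic and -0.87 for extracellular matrix genes. Against syngeneic mice they were -0.26, 0.02, -1.11, -1.37, -0.93 and -1.31 from the interferon-gamma response set onward. For the interferon-gamma response set against syngeneic mice the mean was 0.04, of the other sign than the median, and for the neutrophil set it was -0.05. The number that passed was 9 under median scaling, 8 with allo-MCd mouse 1 left out and 5 with allo-MCd mouse 4 left out.

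The 3 tested pan-leukocyte genes, Ptprc, Itgb2 and Laptm5, stayed lower in allo-MCd than in syngeneic skin under median scaling, at -0.81, -0.75 and -0.79 (limma adjusted p from 0.00604 to 0.0098), a median of -0.79. This argues against the scaling to housekeeping genes as their whole cause. Fewer leukocytes in allo-MCd skin may contribute, although the paper's stained sections showed an equally low immune infiltrate in these groups. Leukocytes were not counted here.

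Pdgfra neighbours Kit in the gene table of GRCm38.p6, on the side away from Kdr, and an effect of the W-sh allele on it was tested as a hypothesis. Against syngeneic mice Pdgfra was -1.07, the smallest fall among it and the stromal genes Pdgfrb, Ddr2, Col1a2 and Col3a1, and 0.29 above the median of those 4. Against allo-WT it was -0.67 (limma adjusted p = 0.0351), the lowest of the 5, and it was not called without allo-WT mouse 1 (-0.49) or 3 (-0.64), or without allo-MCd mouse 1 (-0.59), 2 (-0.62) or 4 (-0.58). With a mouse left out the limma adjusted p ranged from 0.00912 to 0.156. The call was also lost when rescaled to housekeeping genes (-0.59), with only the groups compared in the fit, and by the methods' test. Under median scaling the Pdgfra difference from allo-WT was 0.15, and the call against syngeneic mice was lost. An effect of the allele and a change in stromal content cannot be told apart here, since the comparisons point in different directions.

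Of 196 genes higher in allo-WT than in syngeneic skin, 178 were lower in allo-MCd than in allo-WT. The comparisons share the allo-WT mice. In simulated mice the genes are those called in each draw. With allo-MCd values drawn as syngeneic, a mean of 204 of 219 genes higher in allo-WT were lower in allo-MCd, over 100 draws. With values drawn as allo-WT, a mean of 0 were.

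Of other transcripts that the paper names, Il33 (520.1 against 3647 normalized counts, -2.55) and Btk (142 against 527, -1.88) were lower in allo-MCd than in allo-WT, each with an exact permutation p of 0.0179. Of the 8 chemokines that the paper names beside those of Figure 4B, 7 were called lower in allo-MCd than in allo-WT, from -5.24 for Cxcl9 to -1.96 for Ccl11, and 6 were under median scaling. The call of Cxcl1 (-2.01) was lost without allo-WT mouse 1 (-1.27, limma adjusted p = 0.0697), under median scaling (-1.19), under quantile normalization (-1.08) and by the methods' test. That test also left Cxcl5 uncalled, and Ccl11 after Benjamini-Hochberg adjustment. Ccl22 was not called (-0.25), and its sign changed to 0.57 under median scaling. S100a9 was lower in allo-MCd than in allo-WT by a difference of -6.15 and was not called by the methods' test. Chil3 and Chil4 were also called lower, and since only 1 of 5 allo-MCd mice was above the background for each, the size of their fall is not resolved. Chil3 and Chil4 are near-identical genes, and the probe sequences are not used here. Myh4, a skeletal muscle myosin gene, had means of 45231, 3167 and 34679 normalized counts in syngeneic, allo-WT and allo-MCd skin, and its differences from allo-WT were called in limma and not by the methods' test. The share of muscle in the samples was not tested.

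A candidate explanation for the CCL2 bars of Figure 4B is that they hold the values of another gene of the panel. The other 15 plotted genes gave the ratio of bar to deposited mean expected in each group, and all 754 genes were searched for the same ratios. Ccl12, with means of 553, 3099 and 323 normalized counts, came closest, within 0.0194 on the log2 scale in every group. The next were Adam8, within 0.33, and Cd274, within 0.39, and Ccl2 itself lay 1.69 away. The other plotted genes lay up to 0.44 from their own bars, so Adam8 and Cd274 came as close as some of these did. The bars were read by eye and the match was found by searching, so this remains a hypothesis.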
